# Brain regional gene expression network analysis identifies unique interactions between chronic ethanol exposure and consumption

**DOI:** 10.1371/journal.pone.0233319

**Published:** 2020-05-29

**Authors:** Maren L. Smith, Marcelo F. Lopez, Aaron R. Wolen, Howard C. Becker, Michael F. Miles

## Abstract

Progressive increases in ethanol consumption is a hallmark of alcohol use disorder (AUD). Persistent changes in brain gene expression are hypothesized to underlie the altered neural signaling producing abusive consumption in AUD. To identify brain regional gene expression networks contributing to progressive ethanol consumption, we performed microarray and scale-free network analysis of expression responses in a C57BL/6J mouse model utilizing chronic intermittent ethanol by vapor chamber (CIE) in combination with limited access oral ethanol consumption. This model has previously been shown to produce long-lasting increased ethanol consumption, particularly when combining oral ethanol access with repeated cycles of intermittent vapor exposure. The interaction of CIE and oral consumption was studied by expression profiling and network analysis in medial prefrontal cortex, nucleus accumbens, hippocampus, bed nucleus of the stria terminalis, and central nucleus of the amygdala. Brain region expression networks were analyzed for ethanol-responsive gene expression, correlation with ethanol consumption and functional content using extensive bioinformatics studies. In all brain-regions studied the largest number of changes in gene expression were seen when comparing ethanol naïve mice to those exposed to CIE and drinking. In the prefrontal cortex, however, unique patterns of gene expression were seen compared to other brain-regions. Network analysis identified modules of co-expressed genes in all brain regions. The prefrontal cortex and nucleus accumbens showed the greatest number of modules with significant correlation to drinking behavior. Across brain-regions, however, many modules with strong correlations to drinking, both baseline intake and amount consumed after CIE, showed functional enrichment for synaptic transmission and synaptic plasticity.

## Introduction

Alcohol use disorder (AUD) is a highly significant public health issue. The condition contributes to over 60 types of diseases, and is responsible for over 2 million deaths worldwide every year [1, 2]. A hallmark of AUD is progressive, abusive ethanol consumption over time. This increase in ethanol consumption is thought to be due to neurobiological adaptations induced by ethanol itself, and the repeated occurrence of ethanol withdrawal [3]. Previous studies in humans and animal models of chronic alcohol exposure have led to the hypothesis that changes in gene expression are a major molecular mechanism contributing to physiological and behavioral alterations accompanying AUD [4–7].

Technologies such as microarrays have allowed for the study of the genome-wide effects of ethanol exposure on mRNA expression [4], and scale-free network analysis provides a means to organize transcriptome data into networks of co-expressed genes representing functional pathways [8–12]. Further, gene-phenotype correlations allow for the identification of both individual genes and gene networks associated with dependent variables such as ethanol consumption. Using such approaches, it may be possible to identify molecular network functions contributing to increased drinking behavior seen with chronic ethanol exposure, and to pinpoint candidate genes whose expression correlates with consumption; thus identifying new potential therapeutic targets for the treatment of AUD.

Recent studies provide substantial predictive validation of new animal experimental models for the discovery of therapeutic targets in the treatment of AUD [13–16]. Chronic intermittent ethanol vapor exposure (CIE) in rodents is one such model, providing long-term intermittent intoxicating ethanol exposure. As a part of this paradigm, mice or rats experience repeated cycles of high blood ethanol levels provided by vapor exposure followed by withdrawal, similar to behavioral patterns seen in alcoholics [17]. The CIE by vapor chamber model has been shown to cause neurochemical and structural changes at the synapse and increases in ethanol consumption. Our laboratories have also previously identified complex brain region-specific temporal patterns of gene expression changes upon withdrawal from CIE [11, 18]. In mouse models, providing limited access 2-bottle choice ethanol consumption in between cycles of ethanol vapor exposure has been shown to more rapidly and significantly increase ethanol consumption [19]. The molecular mechanisms underlying this combined action of voluntary oral ethanol consumption and cycles of high dose ethanol withdrawal on ethanol consumption are unknown but could provide important directions for possible intervention in the progression from social to abuse drinking [19, 20]. Previous studies of gene expression with CIE in C57BL/6J mice have focused on differential gene expression during early withdrawal [21], or on RNA networks during ethanol exposure and withdrawal associated with cell type-specific gene expression [18]. This current study explores the relationship between high-dose ethanol vapor exposure, intermittent drinking, and withdrawal in an attempt to identify mechanisms by which this model leads to progressive increases in ethanol intake.

This manuscript presents a detailed analysis of gene expression network-level changes caused by CIE exposure with or without intermittent oral ethanol consumption, across multiple brain-regions using Weighted Gene Correlated Network Analysis (WGCNA) [22]. The brain-regions studied have been associated in numerous studies with the development of AUD [15, 23, 24]. By combining statistical analysis for genes regulated by ethanol consumption, CIE, or the combination, we identify brain-region selective expression networks responding to particular ethanol exposure models. Specifically, we show that prefrontal cortex (PFC) and bed nucleus of the stria terminals (BNST) showed prominent responses to CIE and drinking, but the nucleus accumbens (NAC) and hippocampus (HPC) were primarily responsive to high-dose ethanol vapor exposure alone, while gene expression in the central nucleus of the amygdala (CeA) may be particularly altered by ethanol withdrawal. Furthermore, we identified expression networks that correlated with increased ethanol consumption caused by cycles of CIE and drinking, suggesting mechanistic relationships. We also demonstrate that some of the most strongly correlated genes are those related to synaptic transmission and synaptic plasticity. Together, our findings contribute substantial new knowledge to our understanding of brain regional gene network adaptations contributing to brain plasticity during various stages of AUD.

## Materials and methods

### Animals

Adult male C57BL/6J mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA) at 10 weeks of age. Mice were kept under a 12-hour light/dark cycle and given free access to water and standard rodent chow (Harland, Teklad, Madison, WI). Mice were kept on corncob bedding (#7092a and #7902.25 Harland, Teklad, Madison, WI). All studies were conducted in an AALAC-accredited animal facility, and approved by the Institutional Animal Care and Use Committee at Medical University of South Carolina (MUSC). All experimental and animal care procedures met guidelines outlined in the NIH Guide for the Care and Use of Laboratory Animals.

### Chronic intermittent ethanol (CIE)

Studies were designed to determine genomic responses and interactions between two different ethanol exposure models: intermittent cycles of ethanol vapor exposure in inhalation chambers (CIE), and oral consumption of 15% (v/v) ethanol in a limited access (2 h/session) paradigm. Mice were divided into 4 treatment groups (n = 12/group): the “CIE Drinking” group received inhaled ethanol in the vapor chambers followed by 2-bottle choice ethanol drinking in between vapor exposure cycles; the “Air Drinking” group received only air in the vapor chambers, but had 2-bottle choice ethanol drinking between CIE cycles; the “CIE NonDrinking” group received inhaled ethanol in the vapor chambers but only water access in between CIE cycles; and the “Air NonDrinking” group remained ethanol naïve with air exposure in vapor chambers and only water consumption between CIE cycles. Following a 2-week acclimation period, mice in the CIE Drinking and Air Drinking groups underwent 6-weeks of 2-bottle choice drinking to establish baseline drinking levels. The 2-hr limited access session to ethanol (15 v/v) vs. water started 30 min before lights off. Ethanol and water intake for each individual mouse was measured daily. Following 6-weeks of baseline drinking, mice were placed in Plexiglass inhalation chambers (60x36x60 cm) 16 hours/day for 4 days. Ethanol was volatilized with an air stone submerged in 95% ethanol. Vapor chamber ethanol concentrations were monitored daily and air flow was adjusted to ethanol concentrations within 10–13 mg/l air. This ethanol vapor concentration has been shown to yield stable blood ethanol concentrations (175–225 mg/dL) in C57BL/6J mice [25]. Before each vapor chamber session, intoxication was initiated in the CIE group by administration of 1.6 g/kg ethanol and 1 mmol/kg pyrazole intraperitoneally (i.p.) at a volume of 0.02 ml/g body weight. Pyrazole is an alcohol dehydrogenase inhibitor used to stabilize blood ethanol concentrations. All mice received the same number and timing of pyrazole injections prior to final removal from the inhalation chambers with control mice receiving saline and pyrazole (i.p.), also at a volume of 0.02 ml/g body weight, prior to being placed into control vapor chambers. Control vapor chambers delivered only air without ethanol vapor. After 4 days in the inhalation chambers, mice underwent a 72-hour period of total abstinence from ethanol. Following the abstinence period, mice in the CIE Drinking and Air Drinking groups were given 2-bottle choice drinking for 2 hours per day for 5 days. A total of 4 cycles of CIE-abstinence-drinking were performed. After the end of the 4^th^ cycle mice were sacrificed on the 5^th^ drinking day before receiving ethanol/water access on that day at the time they received 2-bottle choice drinking all previous drinking days (Fig 1). No animals had visible signs of ill health and there was no animal mortality during the behavioral treatment experimental manipulations.

**Fig 1:**
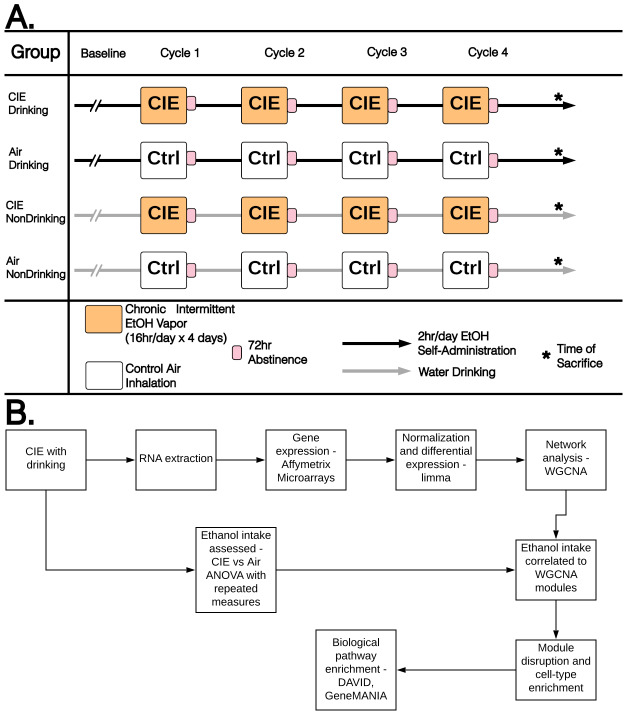
Behavioral and genomic data analysis experimental designs. A) Schematic representation of CIE and drinking experimental design. B) Flow chart detailing step-by-step procedures in genomic data analysis.

### Tissue harvesting, RNA isolation, and microarray hybridization

Mice were sacrificed by decapitation, brains were immediately removed from the skull, and brain-regions (prefrontal cortex, PFC; nucleus accumbens, NAC, basal nucleus of stria terminalis, BNST; central nucleus of amygdala, CeA; and hippocampus, HPC) dissected as previously described [21]. Tissues were stored at -80°C until RNA isolation. Total RNA was extracted using the RNeasy Mini Kit (Qiagen Valencia, CA). Affymetrix GeneChip^®^ Mouse Genome 430, type 2 arrays were used to measure gene expression. Sample preparation, hybridization, and array scanning were performed at the MUSC ProteoGenomics Core Facility according to procedures optimized by Affymetrix (Santa Clara, CA, USA). Each brain-region was processed separately with treatment groups randomized to minimize batch effects. Array data was stored in CEL file format, and sent to Virginia Commonwealth University (VCU) for analysis.

### Microarray analysis

Affymetrix GeneChip^®^ Mouse Genome 430, type 2 arrays were analyzed with The R Project for Statistical Computing (http://www.r-project.org/). Microarray quality was assessed by RNA degradation, average background, percent present probesets, and multi-dimensional scale plots (MDS; first principal component by second principal component). Arrays showing low quality measures, or that appeared to be outliers on MDS analysis, were removed from the dataset. The following final number of microarrays were retained for further analysis by LIMMA and WGCNA: PFC– 47, NAC– 47, HPC– 42, CeA– 43, BNST– 45. The final number of biological replicates within each brain region treatment group, after eliminating arrays that did not pass quality control, ranged from 8–12. All brain region treatment groups had n = 12 microarrays pass quality control except for the following: PFC—Control Drinking n = 11; NAC–CIE Drinking n = 11; HPC–Control Drinking n = 11, CIE NonDrinking n = 11, Control NonDrinking n = 8; CeA—CIE NonDrinking n = 11, Control NonDrinking n = 8; BNST–CIE NonDrinking n = 11, Control NonDrinking n = 10. Background correction using Robust Multi-array Average (RMA) and quantile normalization was performed using the affy package for R [26, 27]. Each brain-region was normalized separately. ComBat by RNA hybridization batch was used to correct for any batch effects present in the data [28]. Microarray data has been submitted to the GEO database (accession number: GSE143419) for public access following publication of this manuscript.

#### CIE and drinking responsive genes

Statistical analysis to identify significantly regulated genes was performed using the limma package for R [29]. Two factor LIMMA looking at treatment and drinking, as well as interaction, was used for initial analysis. However, we also ran LIMMA with each treatment group as an independent variable. This was done based on the fact that, over the course of the study, each group received a different overall dose of ethanol, number of, and duration of exposure. Each possible comparison between the 4 treatment groups was performed leading to 6 total comparisons labeled 1 through 6. Overall significance was also measured by ANOVA. Multiple testing was adjusted using the Benjamini and Hochberg false discovery rate method (FDR) [30]. False discovery rates equal to or less than 0.01 were considered significant.

#### Statistical analysis of 2-bottle choice drinking

Average ethanol intake (g/kg) was calculated across 5 drinking days of each week during the baseline-drinking period. During the testing cycles, mice also drank for 5 days; therefore, average drinking across these 5 days was calculated to represent drinking during each CIE cycle. Differences in drinking were determined by Two Way ANOVA with Repeated Measures using SigmaPlot 12.0 (Systat Software, San Jose, CA, USA).

#### Weighted Gene Correlated Network Analysis

Weighted Gene Correlated Network Analysis (WGCNA) was used to perform scale-free network topology analysis of microarrays [22]. Such scale-free network approaches have been used previously to identify biological pathways influenced by ethanol exposure in mice [11, 12]. WGCNA was performed on each brain-region separately using the WGCNA package for R [31]. Overall significance by one-way ANOVA comparing all groups (FDR equal to or less than 0.01) was used to select probesets to be included in network analysis. A probeset found to be significant by ANOVA in any brain region was included to generate the overall probeset list used for WGCNA across all brain regions. Standard WGCNA parameters were used for analysis with the exceptions of soft-thresholding power and deep split. Appropriate soft-thresholding powers were selected using previously described methods [31]. A soft-thresholding power of 6 was used for all brain-regions except the PFC for which a soft-thresholding power of 8 was used. WGCNA was performed with deep-split values of 0–3. Deep-split value was selected by a multi-dimensional scaling (MDS) plot, which displayed first and second principal components. Deep-split values were to minimize module overlap on the MDS plot. Deep-split values of 3 were chosen for the PFC, NAC, and CeA. For the HPC a deep-split of 2 was chosen, and a deep-split of 0 for the BNST. Modules were validated based a permutation procedure outlined by Iancu et al. [32]. Briefly, the average topological overlap of probesets assigned to each module was compared to the average topological overlap of 100 bootstrapped modules comprised of randomly sampled probesets. Z-scores of average topological overlap between probesets assigned to the module, and modules comprised of random probesets were used to calculate p-values and false discovery rates (FDR). Modules with FDR values ≤ 0.2 were considered validated.

#### WGCNA-drinking correlation

Modules identified by WGCNA were related to drinking data by Spearman Rank correlation using the module eigengene as previously described [33, 34]. Individual probesets were also correlated to drinking data with the Spearman Rank method. These correlations were then used to identify modules enriched in genes whose expression showed systemic relationships with drinking behavior across 4 cycles of CIE with 2-bottle choice drinking.

#### Module disruption

Changes in network structure were measured based on the module disruption method outlined by Iancu *et al*. [35]. This method was adapted from the module preservation method [36], which examines module statistics across randomly selected network nodes (genes). The module disruption method looked at a set of bootstrap networks (n = 200) generated by randomly selecting a subset of samples without regard to treatment group. Connectivity statistics as described by WGCNA [36] were then generated for each random network. The average correlation of each network’s intramodular connectivity (kIM) and total network connectivity (kME) to that for all other randomly generated networks was calculated. These values were then compared to the correlation of intramodular connectivity (cor.kIM) and total connectivity (cor.kME) between two treatment groups. For the purposes of this study, we compared the CIE Drinking group to the Air NonDrinking group. Difference in correlation between treatment groups, and all bootstrap networks were quantified using a Z score:

Z=obs-μ/σ.

obs = Correlation between network statistic between treatment groups.

μ = Average correlation between network statistic for comparisons of 200 random networks.

σ = Standard deviation of correlation between network statistic for comparisons of 200 random networks.

In accordance with Iancu *et al*. [35], modules with Z scores less than -2 were considered significantly disrupted (see S11 Table).

### Bioinformatics

Modules identified by WGCNA were examined for function using publicly available bioinformatics resources. The Functional Annotation Chart tool from DAVID (http://david.abcc.ncifcrf.gov/) [37] was used to identify biological pathways highly represented by genes grouped into each module. Gene Ontology terms were then summarized by semantic similarity using REVIGO (revigo.irb.hr/). GeneMANIA (http://www.genemania.org) was also used for functional analysis through use of GO process constituent genes as query lists. GeneMANIA mines public database and publication data to identify known associations between genes and their protein products. Co-expression modules identified in this dataset were also compared to those identified in corresponding brain-regions in a previously published study from our laboratory of the time-dependent effects of multiple cycles of CIE by vapor chamber [11]. This comparison was performed using WGCNA’s userListEnrichment() function, utilizing hypergeometric overlap to determine significance of enrichment [31]. Hypergeometric overlap p-values were adjusted for multiple testing using false discovery rates [30]. Module overlaps were considered significant at a FDR ≤ 0.05. Since all brain-regions in this study used RNA from whole tissue samples, modules were also examined for enrichment for genes expressed in specialized cell-types [38] found in brain (neurons, astrocytes, and oligodendrocytes) to determine whether any identified modules represented specific cell-type gene expression changes within a brain-region [39]. The userListEnrichment() function was also used for cell-type enrichment analysis, with Bonferroni corrected p-values ≤ 0.05 considered significant.

## Results

### 2-bottle choice drinking

Consistent with previous behavioral studies of CIE combined with ethanol consumption [19], Two Way ANOVA with Repeated Measures revealed significant differences in ethanol intake (p-value ≤ 0.05) between the CIE Drinking and Air Drinking groups after the first, third, and fourth vapor chamber session. After the second vapor chamber cycle, the CIE Drinking group decreased ethanol intake compared to the first vapor chamber cycle, therefore, at this time-point, there was no significant difference in amount of ethanol consumed between CIE Drinking and Air Drinking groups. However, after the third and fourth vapor chamber sessions, the CIE Drinking group drank significantly more ethanol than the Air Drinking group (Fig 2; S1 Table). Interestingly, both the CIE Drinking and Air Drinking groups drank significantly more, compared to baseline, after only one session in the vapor chamber (Fig 2; S1 Table). This suggests that exposure to the air inhalation chambers may affect ethanol consumption. However, animals exposed to ethanol vapor during inhalation chamber sessions consumed significantly more ethanol, indicating that prolonged exposure to intoxicating levels of ethanol is the major driver of changes in drinking behavior.

**Fig 2:**
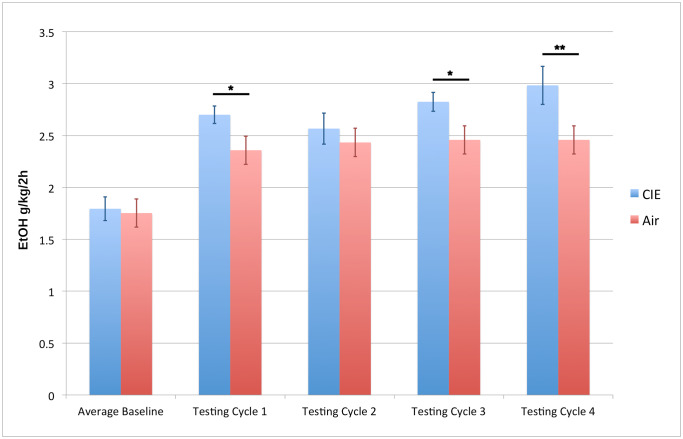
Ethanol intake in CIE and air control mice. Statistical difference in ethanol intake measured by two-way ANOVA with repeated measures, * p-value ≤ 0.05, ** p-value ≤ 0.01.

### Gene expression with CIE and drinking

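RNA from the prefrontal cortex (PFC), nucleus accumbens (NAC), hippocampus (HPC), bed nucleus of the stria terminalis (BNST) and central nucleus of the amygdala (CeA) was hybridized to Affymetrix mouse expression arrays, each holding 1 region of 1 mouse. The mice belonged to 4 treatment groups, in which chronic intermittent ethanol vapor (CIE) or air was combined with access to ethanol drinking or with none. Vapor was given 16 h a day for 4 days in each of 4 cycles, and drinking groups had 2 h a day of access to 15% (v/v) ethanol for 5 days after each cycle's 72 h of abstinence. CIE mice were injected with 1.6 g/kg ethanol and 1 mmol/kg pyrazole before vapor, and air mice with pyrazole at the same dose. At sacrifice the drinking groups had been abstinent for 22 h and the CIE NonDrinking group for roughly 8 days. The CIE Drinking, Air Drinking, CIE NonDrinking and Air NonDrinking groups held 12, 11, 12 and 12 arrays in the PFC, and 11, 12, 12 and 12 in the NAC. They held 12, 11, 11 and 8 arrays in the HPC, 12, 12, 11 and 10 in the BNST, and 12, 12, 11 and 8 in the CeA. The arrays carried 51 mouse numbers, and each number stood in 1 treatment group only. The study describes 12 mice per group, fewer in all than these numbers, so that a number was taken as a mouse from the labels alone.

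The authors deposited log2 expression values that had been background-corrected and summarized by RMA, quantile-normalized within each region and adjusted by ComBat for hybridization batch. The labels do not name the batch of an array, so no value could be computed within a batch. Values ran from 2.63 to 14.77 on the log2 scale. The median over arrays of the array median, with its range, was 6.11 (6.07 to 6.14) in the PFC, 7.04 (7.01 to 7.07) in the NAC, 6.91 (6.87 to 6.95) in the HPC, 6.89 (6.84 to 6.92) in the BNST and 6.85 (6.82 to 6.88) in the CeA. Of the 45037 probesets, 10 had no value in the NAC, 574 in the HPC, 608 in the BNST and 1068 in the CeA. A single gene symbol was assigned to 34945 probesets, several symbols to 932 and none to 9160, and the single symbols covered 18193 genes. The deposited values were fitted with LIMMA in each region with 1 mean for each of the 4 groups, no filter on low signal and no covariate, and the first group of a comparison was set against the second. Comparison 1 was CIE Drinking vs. Air Drinking, Comparison 2 was CIE NonDrinking vs. Air NonDrinking, Comparison 3 was CIE Drinking vs. CIE NonDrinking, Comparison 4 was CIE Drinking vs. Air NonDrinking, Comparison 5 was CIE NonDrinking vs. Air Drinking and Comparison 6 was Air Drinking vs. Air NonDrinking. All tests were two-sided, p-values were adjusted by Benjamini-Hochberg within each region and comparison, and differential expression was called at an adjusted p of 0.01 or less. A gene is represented by its probeset with the highest mean in the region, and the number of arrays limits the precision of every value. A change of a gene is given with its standard error (SE), and that of a gene list as the median log2 fold change of its members.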

To define molecular mechanisms contributing to the actions of chronic ethanol vapor exposure and intercurrent oral ethanol intake on escalating ethanol consumption seen in Fig 2, we performed extensive microarray studies across brain regions implicated in CIE through our prior genomic studies [11, 21]. Statistical analysis of microarray data with LIMMA found more significant differences in gene expression when each treatment group was treated as an independent group (Table 1). 

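Of the 5 regions the PFC had the most probesets passing by LIMMA in at least 1 of the terms vapor, drinking and their interaction, with 412 probesets for vapor, for which the HPC had more, 607 for drinking and 1315 for the interaction. In the NAC this fit called 350 probesets for vapor and 20 for drinking, and in the HPC 534 and 13. The BNST had 31 for vapor and 1 without a gene symbol for drinking, whereas the CeA had 501 for drinking and 0 for vapor, where 5637 had an unadjusted p under 0.05 and 92 passed with array quality weights. Probesets passing in at least 1 of the 6 group comparisons outnumbered those passing in at least 1 term in every region, by 2831 to 2243 in the PFC, 1223 to 355 in the NAC, 1707 to 541 in the HPC, 756 to 31 in the BNST and 1112 to 501 in the CeA. The probesets found both ways numbered 1636 in the PFC, 348 in the NAC, 515 in the HPC, 30 in the BNST and 485 in the CeA. Under array quality weights the BNST vapor count was 461 and the NAC drinking count 245. The PFC counts, the HPC counts for vapor and drinking and the NAC vapor count rose too. The BNST count for the interaction was then above that of the PFC, so that the PFC did not rank first for that term. With dim probesets left out, the drinking counts were 0 in the NAC, 2 in the HPC, 0 in the BNST and 239 in the CeA, and the BNST vapor count was 16.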

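In the PFC, 840 probesets of 655 genes differed between CIE Drinking and Air Drinking mice, 363 of them higher and 477 lower in CIE Drinking mice. Tnmd, which encodes the membrane glycoprotein tenomodulin, rose by 0.67 (SE 0.10, adjusted p = 4.9e-05) on the log2 scale, above the Air Drinking mean in 12 of 12 CIE Drinking arrays. Cbln2, a secreted organizer of synapses, fell with a log2 fold change of -0.61 (SE 0.09, adjusted p = 5.9e-05), below that mean in 12 of 12 arrays. Other large rises had log2 fold changes of 0.87 for Ms4a4b, 0.85 for the interferon-inducible Ifi27l2a, 0.75 for Ecrg4, 0.71 for Cplx3, a complexin of synaptic vesicle fusion, 0.57 for Ccn2, which encodes connective tissue growth factor, 0.54 for the Wnt receptor gene Fzd7, 0.52 for Pappa2, a metalloproteinase that cleaves IGF-binding proteins, and 0.52 for Igfbp5, one such binding protein. Other large falls had log2 fold changes of -0.87 for Gm12371, -0.85 for Tnnc1, a troponin C, -0.78 for Ptgfrn, -0.74 for the neuronal transcription factor gene Neurod1, -0.73 for Cbln4, a relative of Cbln2, -0.73 for Adcyap1, the PACAP precursor, -0.72 for Lemd1, -0.67 for Cux2, a transcription factor of upper cortical layers, and -0.62 for Tcap. Adjusted p for these 17 genes ran from 2.0e-04 to 0.00861, and 10 to 12 of 12 CIE Drinking arrays lay on the side of the change. Another probeset had log2 fold changes of -0.12 for Fzd7, -0.15 for Igfbp5, 0.05 for Ms4a4b, -0.17 for Ptgfrn, -0.30 for Adcyap1 and -0.84 for Neurod1, a pair of others -0.19 and -0.01 for Cux2 and 0.04 and 1.35 for Ecrg4. The test was no longer passed by Tnnc1 and Lemd1 with array quality weights (adjusted p from 0.0102 to 0.0144), nor by Gm12371 with a trend and robust variances (adjusted p of 0.0112).

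Among fixed gene lists in the same comparison and by each gene's probeset with the highest mean, Gabrg3, a GABA-A receptor subunit, was the 1 of 13 GABA signalling genes to pass (-0.49 (SE 0.08, adjusted p = 6.8e-05)), Hlf the 1 of 15 circadian clock genes (-0.27 (SE 0.06, adjusted p = 0.00454)), and Pnoc, the nociceptin precursor, the 1 of 13 neuropeptide genes (0.24 (SE 0.06, adjusted p = 0.00914)). These 3 genes lay on the side of the change in 10 to 12 of 12 arrays, and the camera tests of their lists gave adjusted p = 0.302 for GABA signalling, 0.0528 for the circadian clock and 0.573 for neuropeptides. The circadian clock passed with all probesets of a gene averaged (adjusted p = 0.0228) and with quantile normalization applied again (adjusted p = 0.0217), and was lower in both, at the preset correlation (adjusted p = 0.616 with an estimated correlation on the probesets with the highest mean). When adjusted over the list alone, the counts were 1 lower, 1 lower and 2 higher. Immediate early genes were lower as a list (median -0.12, adjusted p = 0.00883, adjusted p = 0.616 with an estimated correlation), with 0 of 18 members called by LIMMA over all genes and 1 lower when adjusted over the list alone. Other probesets were called lower for the clock genes Nr1d2 at -0.97 and Per2 at -0.54 and for the immediate early gene Homer1, with log2 fold changes from -0.39 to -0.25. Markers of striatal projection neurons were higher as a list (median 0.42, adjusted p = 0.0400, adjusted p = 0.686 with an estimated correlation), with 0 of 10 called and 1 higher when adjusted over the list alone. Choroid plexus genes were also higher as a list (median 0.14, adjusted p = 0.0114, adjusted p = 0.616 with an estimated correlation), with 0 of 10 called either way. Genes of interferon and inflammation did not pass (median 0.06, adjusted p = 0.149, 0 of 13 called and 1 higher when adjusted over the list alone). The test of single genes was no longer passed by Pnoc with only the 2 groups compared in the fit (adjusted p of 0.0188).

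Comparison 2 gave 569 probesets of 411 genes (258 higher and 311 lower in CIE NonDrinking mice), with log2 fold changes of 0.72 for Cbln4, 0.38 for Cbln2 and 0.38 for Cep170, and of -0.76 for 9630013A20Rik, -0.73 for Btg2, an activity-induced gene, and -0.69 for Gjc3, a connexin of oligodendrocytes. The balance of Comparison 2 depended on the setting, with 45.3% of these probesets higher, but 59.0% with dim probesets left out, 25.4% with only the 2 groups compared and 32.4% with array quality weights. Comparison 3 gave 843 probesets of 611 genes (518 higher and 325 lower in CIE Drinking mice), among them 0.67 for Rph3a, the synaptic vesicle protein rabphilin, 0.64 for Ecrg4, -0.49 for Cbln2, -0.43 for Decr1, an enzyme of mitochondrial fatty acid oxidation, and -0.35 for Kcnab3, a potassium channel subunit. Comparison 5 gave 759 probesets of 515 genes (110 higher and 649 lower in CIE NonDrinking mice), with 0.31 for 2900076A07Rik, 0.27 for Slc25a30, 0.24 for Zfp385b, -0.65 for Gabrg3, -0.63 for 9630013A20Rik and -0.62 for Tmem178b. Comparison 6 gave 629 probesets of 428 genes (432 higher and 197 lower in Air Drinking mice), with 0.92 for Gm12371, 0.84 for Tnnc1, 0.82 for Cbln4, -0.82 for the activity-induced Npas4, -0.72 for Btg2 and -0.57 for Stk32a. The falls of Gm12371, Tnnc1 and Cbln4 in Comparison 1 are thus set against a group in which they were high. That of Cbln2 in Comparison 3 is likewise set against CIE NonDrinking mice, in which it was high in Comparison 2. Adjusted p for the named genes ran from 4.3e-05 to 0.00931 in Comparison 2, 3.4e-05 to 0.00369 in Comparison 3, 3.6e-07 to 0.00388 in Comparison 5 and 0.00284 to 0.00919 in Comparison 6. The first group's arrays lay on the side of the change in 10 to 12 of 12, 9 to 12 of 12, 12 of 12 and 10 to 11 of 11 arrays. With only the 2 groups compared in the fit, the counts were 1341 in Comparison 1, 71 in Comparison 2 and 177 in Comparison 6, and Btg2, Cbln2, Cbln4 and Cep170 in Comparison 2 and Cbln4, Tnnc1, Npas4, Btg2 and Stk32a in Comparison 6 no longer passed. With array quality weights the counts were 3189 in Comparison 1, 2451 in Comparison 3, 1498 in Comparison 5 and 1100 in Comparison 6.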

Significant differences in gene expression were found between each of the four treatment groups in the PFC, suggesting prominent treatment-specific responses in that brain region. Other brain regions, however, showed very different patterns of differential gene expression. 

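In Comparison 4, 1439 probesets responded differently in the PFC and the HPC, 984 in the PFC and the CeA, 261 in the PFC and the BNST and 80 in the PFC and the NAC, by a LIMMA test of the difference itself over all 5 regions. Zbtb7a, a transcriptional repressor, had a log2 fold change smaller in the PFC than in the HPC by 0.86 (adjusted p = 0.00374, or 0.00306 with the mouse number as a block), and Dlgap2, a postsynaptic scaffold, by 0.99 (adjusted p = 0.00428, or 0.00357 with the mouse number as a block). Malat1, a nuclear noncoding RNA, differed in the same way between PFC and CeA by 1.06 (adjusted p = 0.00523, or 0.00429 with the mouse number as a block), and 2610024D14Rik between PFC and NAC by 0.71 (adjusted p = 0.00281, or 0.00212 with the mouse number as a block). Btg2 had a PFC log2 fold change minus that of the CeA of -1.13 (adjusted p = 1.4e-05, or 9.1e-06 with the mouse number as a block) and Gjc3 minus that of the BNST of -0.94 (adjusted p = 0.00979, or 0.00862 with the mouse number as a block). Between CIE Drinking and Air Drinking mice (Comparison 1), the response of 343 probesets differed between PFC and NAC, of 954 between PFC and HPC, of 1023 between PFC and BNST and of 1873 between PFC and CeA. Olig2, a transcription factor of oligodendrocytes, had a PFC log2 fold change minus that of the CeA of 0.66 (adjusted p = 0.00176, or 0.00153 with the mouse number as a block). With the mouse number as a block, these counts were 1549, 1109, 299 and 108 for HPC, CeA, BNST and NAC in Comparison 4 and 1045, 1994, 1094 and 403 in Comparison 1. The block had a consensus correlation of 0.0163 and so changed the fit little, which makes the values with it a weak check. Random regroupings of the arrays gave as many probesets between PFC and CeA in Comparison 4 in 5 of 100 (up to 2670), and regroupings of whole mice, which keep the regions of a mouse in 1 group, in 3 of 100 (up to 2935), so that the tests disagree at a bound of 5 and chance stays open for this count. Leaving out dim probesets gave 32 for the NAC and 155 for the BNST in Comparison 4. Since each region was processed and normalized separately, a difference in measurement between regions was not excluded.

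Across probesets, which are not independent of each other, the log2 fold changes of Comparison 4 in the PFC had a Pearson r of 0.425 with those in the NAC, 0.0179 with the HPC, 0.0975 with the BNST and 0.00597 with the CeA. The NAC and HPC shared 589 differentially expressed probesets in Comparison 4, where independent calls would give 33.1, and the HPC and CeA shared 607, all in the same direction. Independent calls leave out that the regions came from the same animals, such as 40 mice with both a NAC and an HPC array. The PFC and NAC shared 25, 22 of them in the same direction, where independent calls would give 4.38.

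**Figure D1:**
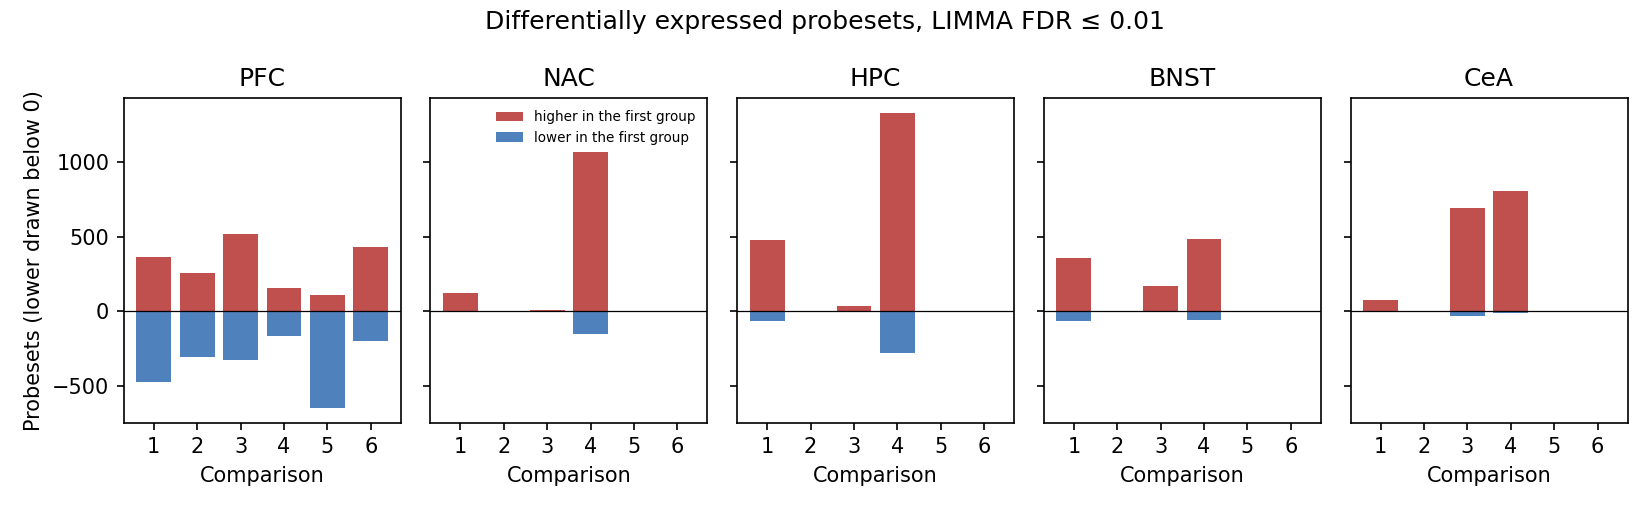
Number of differentially expressed probesets (LIMMA, FDR of 0.01 or less) in each of the 6 comparisons and 5 brain regions, drawn upward for probesets higher in the first group and downward for those lower. In the NAC, HPC, BNST and CeA the tallest bar is that of Comparison 4, with 1068, 1332, 484 and 805 probesets higher, whereas the PFC has 158 higher and 167 lower.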

In the NAC, HPC, BNST, and CeA, significant differences in gene expression were seen only seen with Comparison 1 (CIE Drinking vs. Air Drinking), Comparison 3 (CIE Drinking vs. CIE NonDrinking), and Comparison 4 (CIE Drinking vs. Air NonDrinking) (Table 1; S2 Table). 

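CIE mice that did not drink differed from Air NonDrinking mice (Comparison 2) in 0 probesets in the NAC, HPC, BNST and CeA by LIMMA, with 2824, 4361, 3946 and 4019 probesets at an unadjusted p under 0.05. Drinking alone (Comparison 6) also gave 0 probesets in each of these regions, with 2556, 3245, 4595 and 2519 at an unadjusted p under 0.05, and 0 under every alternative setting run. Comparison 5 gave 1 probeset in the NAC, a probeset of 9630013A20Rik, singled out after its value was seen (log2 fold change -0.57, SE 0.09, adjusted p = 0.00998, lower in 12 of 12 arrays), and 0 in the HPC, BNST and CeA, with 1444, 2002, 1399 and 3471 at an unadjusted p under 0.05. This NAC call ended with only the 2 groups compared in the fit and with dim probesets left out (0 and 0 probesets). The NAC had 127 differentially expressed probesets in Comparison 1 and 9 in Comparison 3, and the HPC 549 and 37. The BNST had 419 in Comparison 1 and 178 in Comparison 3, and the CeA 78 and 721. With only the 2 groups compared in the fit, Comparison 2 gave 46 probesets in the NAC and 3 in the HPC, and with array quality weights 1 in the CeA. The other settings gave 0 in Comparison 2, and no setting gave a probeset in Comparison 5 in the HPC, BNST or CeA. With only the 2 groups compared, Comparison 1 gave 0 in the NAC, 0 in the HPC, 48 in the BNST and 11 in the CeA, while Comparison 3 gave 76 in the NAC, 704 in the HPC and 305 in the BNST. With dim probesets left out, Comparison 3 gave 0 in the NAC and 0 in the HPC, so that both calls ended, and 135 in the BNST. In the CeA that setting gave 380 in Comparison 3 and 30 in Comparison 1. With array quality weights, Comparison 1 gave 520 in the NAC, 1108 in the HPC, 5029 in the BNST and 347 in the CeA. Comparison 3 then gave 55, 83, 440 and 861 in these regions.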

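Genes differing between CIE Drinking mice and all 3 other groups (Comparisons 1, 3 and 4) numbered 19 in the PFC, 92 in the BNST and 50 in the CeA. In the PFC they included Decr1, in the BNST the repressor gene Zbtb7a, Creg2, 9330159M07Rik and Ywhae, which encodes a 14-3-3 protein, and in the CeA the transcription factor gene Zbed6. Genes of Comparisons 3 and 4 without Comparison 1 numbered 257 in the CeA, among them the cadherin gene Cdh8, Csnk2a1, which encodes a subunit of casein kinase, and the potassium channel subunit gene Kcne4, against 9 in the BNST and 24 in the PFC. Genes of Comparisons 1 and 3 without Comparison 4 numbered 139 in the PFC, among them Gfap, Ccn2, Tnmd and Olig2, against 15 in the BNST and 1 in the CeA. Those of Comparisons 1 and 4 without Comparison 3 numbered 78 in the BNST, 17 in the PFC and 2 in the CeA. Because the 3 comparisons share the CIE Drinking arrays, overlap arises without any effect, and its size in simulated unchanged groups was taken as the reference. The PFC shared 162 probesets between Comparisons 1 and 3, against 98.8 in simulated groups, but 39 between 1 and 4 and 42 between 3 and 4, against 47.4 and 52.9. The CeA shared 430 between Comparisons 3 and 4, against 71.5, and the BNST 231 between 1 and 4, 141 between 1 and 3 and 133 between 3 and 4, against 42.5, 20.9 and 23.2. With the CIE Drinking arrays halved at random 20 times so that no array served both comparisons, Comparisons 3 and 4 in the CeA called medians of 193.5 and 309.5 probesets and shared 68.5. Comparisons 1 and 4 in the BNST called 35 and 69.5 and shared 9, and Comparisons 1 and 3 in the PFC called 93.5 and 144.5 and shared 5. The other pairs could not be judged in this way, since Comparison 4 in the PFC and Comparison 3 in the BNST then called medians of 0.5 and 0.5 probesets and Comparison 1 in the CeA 0.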

Examining overlap between these comparisons revealed that a substantial number of genes were significant across all 3 comparisons, or between any combination of 2 comparisons in the PFC, BNST, and CeA. However, in the NAC and HPC, the majority of overlap was between Comparison 4 and Comparison 1 (Fig 3). 

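In the NAC, 76 genes passed in Comparisons 1 and 4 without Comparison 3, among them Cnnm1, Isoc1, Xkr6 and Smim13, and 6 passed in all 3, among them 2610024D14Rik. The HPC had 333 genes in Comparisons 1 and 4 without Comparison 3, among them the noncoding RNA Malat1, Slc16a14 of the monocarboxylate transporter family, Creg2, Megf11, Zfp458 and Zbtb7a, and 27 in all 3. Genes of Comparisons 3 and 4 alone numbered 1 in the NAC and 5 in the HPC, and no gene in either region was shared by Comparisons 1 and 3 without 4. Most genes of Comparison 4 passed in no other of the 3, with 692 in the NAC and 736 in the HPC. In probesets, Comparisons 1 and 4 shared 124 in the NAC and 459 in the HPC, where simulated unchanged groups with the same shared arrays gave 34.4 and 96. With the CIE Drinking arrays divided so that none served both comparisons, Comparison 1 itself called a median of 0 probesets in the NAC and 2 in the HPC, too few for the overlap to be judged without shared arrays.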

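In the NAC, the repressor gene Zbtb7a was 8.04 ± 0.43 (SD, n = 11) on the log2 scale in CIE Drinking mice and 7.11 ± 0.19 (SD, n = 12) in Air NonDrinking mice. By LIMMA its log2 fold change was 0.93 (SE 0.14, adjusted p = 1.5e-05), seen in 10 of 11 CIE Drinking arrays. Other large rises in the NAC had log2 fold changes of 0.74 for Zfp882, 0.74 for the nuclear noncoding RNA Malat1, 0.72 for 2610024D14Rik, 0.71 for Megf11, 0.68 for Cnnm1, 0.59 for the transcription factor gene Zbed6, 0.59 for Thoc2, of the mRNA export complex, 0.58 for Nr2e1, a nuclear receptor of neural stem cells, and 0.57 for Zfp458. Among falls there, 9630013A20Rik had a log2 fold change of -0.91 (SE 0.19, adjusted p = 9.4e-04) in 11 of 11 arrays, and the falls in Nyap1, Inppl1, the glycolytic enzyme Pfkl, B430319G15Rik, Dct, the glycerol-phosphate dehydrogenase Gpd1, Aipl1, Tmppe and Olfr70 lay between -0.37 and -0.27. Adjusted p for these 18 other NAC genes ran from 1.3e-06 to 0.00911, with 10 to 11 of 11 arrays on the side of the change. The NAC had 1219 differentially expressed probesets of 775 genes, 1068 of them higher in CIE Drinking mice and 151 lower. In the HPC, 1332 of 1615 probesets (1101 genes) were higher and 283 lower. Dlgap2, a postsynaptic scaffold, rose there by 0.96 (SE 0.16, adjusted p = 1.1e-04) in 12 of 12 arrays, although 1 Air NonDrinking array at 8.89 stood apart from the nearest at 8.47. Other HPC rises had log2 fold changes of 1.04 for Gprin3, 0.99 for Zbtb7a, 0.93 for Megf11, 0.89 for Slc16a14, 0.83 for Creg2, 0.78 for Zfp458, 0.76 for Zfp626, 0.74 for Zbed6 and 0.72 for Malat1. Falls in the HPC were -0.78 for 9630013A20Rik, -0.35 for the mitotic kinase gene Pbk, -0.34 for Rassf3, -0.33 for 4732440D04Rik, -0.31 for Mpp7, -0.29 for A430035B10Rik, -0.27 for 2610008E11Rik, -0.27 for the chromatin remodeler Chd1, -0.26 for Nsmaf and -0.26 for Rrm2, a subunit of ribonucleotide reductase. In the HPC 1 Air NonDrinking array stood apart for 9630013A20Rik (5.76, nearest 6.18) and for Rassf3 (8.88, nearest 8.67). Adjusted p for the 19 HPC genes besides Dlgap2 ran from 1.3e-04 to 0.00908, with 11 to 12 of 12 arrays on the side of the change. Other probesets of the genes that rose often had smaller values, such as -0.14 and -0.01 for Zbtb7a and -0.01 for Zfp882 in the NAC and -0.01 and 0.02 for Zbtb7a, -0.03 for Megf11 and 0.15 for Gprin3 in the HPC. With array quality weights 2385 NAC and 2991 HPC probesets passed, of which 63.4% in the HPC were higher, against 82.5% without weights, and with dim probesets left out 807 in the NAC.

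In the BNST, Zbtb7a rose by 0.88 (SE 0.13, adjusted p = 4.6e-05) and 9630013A20Rik had a log2 fold change of -1.04 (SE 0.22, adjusted p = 0.00423), each in 12 of 12 CIE Drinking arrays. Other BNST rises were 0.76 for Gjc3, a connexin gene of oligodendrocytes, 0.59 for Zfp882, 0.56 for 9330159M07Rik, 0.56 for Slc16a14, 0.54 for Creg2, 0.53 for Tmem178b, 0.46 for Zbtb5, 0.45 for Cnnm1 and 0.44 for 6820431F20Rik. Falls in Plekhh2, the microtubule regulator Ckap5, Sertad2, the biotin ligase Hlcs, B4galt4, Pigm, Zbtb26, Shc4 and the copper transporter Slc31a1 lay between -0.29 and -0.21. The BNST had 484 probesets higher and 59 lower, of 382 genes. In the CeA, 805 of 818 probesets (542 genes) were higher in CIE Drinking mice. Malat1 was 11.64 ± 0.14 (SD, n = 12) there and 10.53 ± 0.53 (SD, n = 8) in Air NonDrinking mice. Its LIMMA log2 fold change was 1.11 (SE 0.20, adjusted p = 4.1e-04) in 12 of 12 arrays. Other CeA rises were 0.82 for Dlgap2, 0.80 for Megf11, 0.80 for Zbed6, 0.68 for Thoc2, 0.64 for Zfp458, 0.61 for Zfp882, 0.58 for the casein kinase gene Csnk2a1, 0.58 for the cadherin gene Cdh8 and 0.56 for Thoc2l. The CeA falls named were -0.53 for Slc44a2, -0.28 for Preb, -0.26 for Kcne4, a potassium channel subunit, -0.23 for Zfp953, -0.23 for the autophagy gene Atg5, -0.23 for Ssr3 and -0.17 for Ube2h, a ubiquitin-conjugating enzyme. Adjusted p ran from 1.1e-04 to 0.00979 for the 18 other BNST genes and from 4.5e-05 to 0.00919 for the 16 other CeA genes, with 11 to 12 of 12 arrays on the side of the change in both regions. Other probesets had -0.04 and 0.06 for Zbtb7a in the BNST, -0.07 for Megf11 in the CeA and -0.11 to 1.18 for Malat1 in the CeA. With array weights 1346 BNST probesets passed, 79.1% of them higher against 89.1% without weights, and with dim probesets left out 323 in the BNST and 418 in the CeA. With only the 2 groups compared in the fit, 901 BNST probesets passed.

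Among fixed lists of genes, microglial markers passed as a list in the NAC (median 0.03, adjusted p = 0.0138, adjusted p = 0.975 with an estimated correlation) and HPC (median 0.06, adjusted p = 0.00295, adjusted p = 0.975 with an estimated correlation). Of these, 2 of 13 and 2 of 13 members passed by LIMMA and the same numbers did when adjusted over the list alone. These were Itgam, an integrin subunit, with log2 fold changes of 0.35 in the NAC and 0.48 in the HPC, and the chemokine receptor gene Cx3cr1 with 0.23 and 0.34 (adjusted p from 0.00238 to 0.00708). Chromatin modification genes passed as a list in the NAC (median 0.03, adjusted p = 0.00295, adjusted p = 0.814 with an estimated correlation), where the acetyltransferase Crebbp rose by 0.56 (SE 0.09, adjusted p = 2.6e-05) as the 1 of 47 members called by the probeset with the highest mean, over all genes or over the list alone. In the HPC 3 members were higher, Crebbp by 0.68, the demethylase Tet1 by 0.58 and the remodeling subunit Smarcc1 by 0.19, and 3 were lower, among them Smarca2 at -0.22, while the list did not pass (adjusted p = 0.408) and another probeset of Smarca2 had 0.88. In the BNST 2 of these members passed by the probeset with the highest mean, Tet1 at 0.35 and Kdm6b at 0.19 (3 when adjusted over the list alone), and in the CeA Crebbp did at 0.50 (2 when adjusted over the list alone), and neither list passed (adjusted p = 0.559 and 0.342). Other probesets of the chromatin genes were called higher for 11 members in the NAC, 11 in the HPC, 8 in the BNST and 9 in the CeA, and lower for 2 in the HPC and 1 in the BNST. Such probesets had Smarcc1 at 0.94, Bptf at 0.83 and Smarca2 at 0.73 in the NAC, Bptf at 0.80, Crebbp at 0.72, Smarcc1 at 0.59 and Smarca2 at 0.55 in the BNST, and Bptf at 1.05 in the HPC and 1.00 in the CeA, so that the calls of members depend on the probesets taken. Both the BNST and the CeA list passed with all probesets of a gene averaged (adjusted p = 0.00284 in the BNST and 0.00116 in the CeA), with medians of 0.0103 and -0.000254, at the preset correlation (adjusted p = 0.980 with an estimated correlation in the BNST and 0.975 in the CeA, on the probesets with the highest mean). The endoplasmic reticulum chaperone gene Calr fell in the NAC (-0.20) and BNST (-0.14) and Sdf2l1 in the NAC (-0.20), 2 and 1 of 18 genes of heat shock and the unfolded protein response (3 and 1 when adjusted over the list alone), whose lists had adjusted p = 0.165 and 0.889. Other probesets of that list were called higher for Hsp90aa1 at 0.33, Hsp90b1 at 0.31 and Ddit3 at 0.25 in the NAC and Hsp90aa1 at 0.35 in the BNST. By the probeset with the highest mean, Gjc3 was the 1 of 23 myelin and oligodendrocyte genes called in the HPC (0.49) and in the BNST, over all genes or over the list alone, and the lists did not pass (adjusted p = 0.746 and 0.408), while another probeset of Mbp was called in the HPC (0.49). The metallothionein gene Mt2 (0.15) was the 1 of 14 glucocorticoid-responsive genes called in the NAC, over all genes or over the list alone (list adjusted p = 0.270).

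Other lists passed the camera test with 0 members called by LIMMA on the probeset with the highest mean, over all genes or over the list alone. In the NAC these were cytosolic ribosomal proteins (median 0.02, adjusted p = 1.1e-05, adjusted p = 0.814 with an estimated correlation) and GABA signalling (median 0.05, adjusted p = 0.00418, adjusted p = 0.814 with an estimated correlation), of which other probesets were called for 3 genes, among them Gad2 at 1.02 and Gabrb1 at 0.25. Cholesterol synthesis was lower (median -0.13, adjusted p = 0.0270, adjusted p = 0.975 with an estimated correlation). Genes of oxidative phosphorylation passed in the HPC (median 0.04, adjusted p = 2.0e-08, adjusted p = 0.814 with an estimated correlation), the BNST (median 0.01, adjusted p = 0.0440, adjusted p = 0.975 with an estimated correlation) and the CeA (median 0.01, adjusted p = 0.00559, adjusted p = 0.975 with an estimated correlation). Ribosomal proteins (median 0.01, adjusted p = 0.00418, adjusted p = 0.975 with an estimated correlation) passed in the BNST, where the circadian clock was lower (median -0.08, adjusted p = 0.0266, adjusted p = 0.975 with an estimated correlation). Interferon and inflammation passed in the CeA (median 0.09, adjusted p = 0.0270, adjusted p = 0.975 with an estimated correlation). With quantile normalization applied again, a setting chosen after these medians were seen, the median of the ribosomal proteins in the NAC was -0.00488. With that setting the test was no longer passed by microglia and chromatin modification in the NAC, ribosomal proteins, oxidative phosphorylation and the circadian clock in the BNST, or interferon and inflammation in the CeA (adjusted p from 0.0531 to 0.363). With all probesets of a gene averaged, the calls were lost for cholesterol synthesis in the NAC (adjusted p = 0.187), oxidative phosphorylation in the BNST (adjusted p = 0.239) and CeA (adjusted p = 0.0702), the circadian clock in the BNST (adjusted p = 0.167) and interferon and inflammation in the CeA (adjusted p = 0.184). The test of single genes was no longer passed by Gpd1 and Sdf2l1 in the NAC, Chd1 in the HPC, Hlcs and Calr in the BNST and Cdh8, Kcne4, Zfp953, Ssr3 and Ube2h in the CeA with only the 2 groups compared in the fit. Nor was it passed by Inppl1, Gpd1 and Tmppe in the NAC with array quality weights, or by Cx3cr1 and Mt2 in the NAC with quantile normalization applied again.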

Across NAC, HPC, BNST and CeA, the largest number of differentially expressed genes was seen between Comparison 4, the CIE Drinking group vs. the ethanol naïve Air NonDrinking group (Table 1). These four regions, however, did show significant differential gene expression in Comparison 1 and Comparison 3 (Table 1). This finding indicates an interaction between prolonged exposure to inhaled ethanol and voluntary intermittent drinking. 

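In Comparison 1, Zbtb7a was higher in CIE Drinking mice by 0.81 (SE 0.15, adjusted p = 0.00195) in the HPC and by 0.89 (SE 0.12, adjusted p = 8.8e-05) in the BNST on the log2 scale, in 12 of 12 and 12 of 12 arrays. By the probeset with the highest mean of each gene, the other rises named were 0.68 for 2610024D14Rik, 0.46 for Isoc1 and 0.46 for Xkr6 in the NAC, 0.78 for Megf11 and 0.74 for Creg2 in the HPC, 0.70 for 9330159M07Rik and 0.59 for the transcription factor gene Onecut1 in the BNST and 0.51 for Zbed6 and 0.22 for Usp46os2 in the CeA, where the median absolute log2 fold change of all 78 called probesets was 0.51. Falls were -0.18 for Smim13 in the NAC, -0.63 for 9630013A20Rik, -0.32 for Atf3, a stress-induced transcription factor, and -0.30 for the neuropeptide gene Spx in the HPC and -1.12 for 9630013A20Rik, -0.62 for Kl, which encodes klotho, and -0.56 for the chemokine gene Ccl8 in the BNST. Another probeset of 9630013A20Rik fell in the NAC by -0.60 (SE 0.10, adjusted p = 8.9e-04, lower in 11 of 11 arrays), and the 1 fall in the CeA was a probeset of Surf2 with -0.21 (SE 0.04, adjusted p = 0.00889, lower in 12 of 12 arrays). Adjusted p for the genes named by the probeset with the highest mean genes ran from 7.9e-04 to 0.00791. In Comparison 3, CIE Drinking mice had log2 fold changes over CIE NonDrinking mice of 0.71 for 2610024D14Rik and -0.26 for Banp in the NAC, 0.77 for Zbtb7a, 0.66 for Creg2, 0.60 for 9330159M07Rik, -0.38 for Mindy4, -0.21 for Ovca2 and -0.16 for Ywhae in the BNST. In the CeA they were 0.81 for Pde1a, a phosphodiesterase, 0.80 for Creg2, 0.79 for Cdh8, -0.49 for Slc44a2, -0.37 for the adapter gene Tradd and -0.32 for Preb. Their adjusted p ran from 1.2e-04 to 0.00908, and 11 to 12 arrays of a region lay on the side of the change. In the HPC, 36 probesets were higher and 1 lower in Comparison 3. The fall was that of a probeset of Ppp2r3c with -0.18 (SE 0.03, adjusted p = 0.00884, lower in 12 of 12 arrays). The HPC rises are not named here, and no HPC probeset passed in Comparison 3 with dim probesets left out. With only the 2 groups compared in the fit, Comparison 1 lost 2610024D14Rik, Isoc1, Xkr6 and Smim13 in the NAC, Zbtb7a, Megf11, Creg2, 9630013A20Rik, Atf3 and Spx in the HPC, Onecut1, Kl and Ccl8 in the BNST and Zbed6 and Usp46os2 in the CeA (adjusted p from 0.0106 for Zbed6 to 0.0634). Isoc1 was also lost with quantile normalization applied again (adjusted p = 0.0111). With array quality weights Comparison 1 gave 5029 probesets in the BNST, and 50.1% of them were higher, against 84.5% without weights.

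In Comparison 1, fixed genes of oxidative phosphorylation were higher as a list in the BNST (median 0.05, adjusted p = 3.0e-09, adjusted p = 0.586 with an estimated correlation), with 0 of 37 called by LIMMA and 2 when adjusted over the list alone. Markers of striatal projection neurons were lower as a list in the BNST (median -0.76, adjusted p = 6.0e-05, adjusted p = 0.616 with an estimated correlation) and CeA (median -0.55, adjusted p = 0.0148, adjusted p = 0.616 with an estimated correlation). They were higher in the NAC (median 0.11, adjusted p = 0.00371, adjusted p = 0.616 with an estimated correlation), and 0 of 10 were called in each region, over all genes or over the list alone. Cholesterol synthesis genes were lower in the NAC (median -0.15, adjusted p = 7.4e-06, adjusted p = 0.586 with an estimated correlation), with 0 of 13 called and 3 lower when adjusted over the list alone. Microglial markers (median 0.09, adjusted p = 7.4e-06, adjusted p = 0.586 with an estimated correlation) and GABA signalling genes (median 0.06, adjusted p = 1.8e-04, adjusted p = 0.361 with an estimated correlation) were higher there, with 0 called either way. GABA signalling genes were lower in the BNST (median -0.07, adjusted p = 0.0215, adjusted p = 0.586 with an estimated correlation), with 0 of 13 called and 3 lower when adjusted over the list alone. This call was lost and the median reversed with all probesets of a gene averaged (median 0.0109, adjusted p = 0.412). Circadian clock genes were lower there too (median -0.13, adjusted p = 1.7e-04, adjusted p = 0.616 with an estimated correlation), with 0 of 15 called and 2 over the list alone. In the HPC, markers of astrocytes (median 0.05, adjusted p = 1.2e-04, adjusted p = 0.616 with an estimated correlation), myelin and oligodendrocytes (median 0.07, adjusted p = 2.8e-05, adjusted p = 0.616 with an estimated correlation) and microglia (median 0.04, adjusted p = 0.00153, adjusted p = 0.616 with an estimated correlation) were higher. The myelin gene Gjc3 (0.36) and the microglial Cx3cr1 (0.30) were the 1 member each called of their lists, over all genes or over the list alone, and 0 of 15 astrocyte markers passed. Myelin genes were lower as a list in the CeA (median -0.37, adjusted p = 0.00107, adjusted p = 0.681 with an estimated correlation), with 0 of 23 called either way. Neuropeptide genes were too (median -0.51, adjusted p = 0.0487, adjusted p = 0.616 with an estimated correlation), with 0 of 13 called either way. Immediate early genes passed in the CeA (median 0.07, adjusted p = 0.00212, adjusted p = 0.616 with an estimated correlation), with 0 of 18 called either way. Of chromatin modification genes, Dnmt3b (-0.21) was called in the HPC (2 higher and 2 lower when adjusted over the list alone) and Tet1 (0.41) and Chd1 (-0.29) in the BNST (1 higher and 2 lower when adjusted over the list alone), and neither list passed (adjusted p = 0.664 and 0.260). In the NAC that list passed (median 0.02, adjusted p = 0.00804, adjusted p = 0.616 with an estimated correlation and 0.0980 after quantile normalization again), a call that depends on the correlation and the normalization. Of its genes there, 0 of 47 were called and 0 higher and 0 lower when adjusted over the list alone, although another probeset of Bptf was called at 0.74. Kl was also the 1 of 10 choroid plexus genes called in the BNST, over all genes or over the list alone (list adjusted p = 0.245). These calls are those of the probeset with the highest mean, and other probesets were called for Mbp (0.48) and the astrocyte gene Slc1a2 (0.68) in the HPC and for Gad2 of GABA signalling (0.66) in the BNST. Other probesets of chromatin modification genes were called higher for 6 members in the HPC, the largest 0.86 for Bptf, and 5 in the BNST, the largest 0.55 for Crebbp, and lower for 2 in the HPC. With only the 2 groups compared, Gjc3, Cx3cr1 and Dnmt3b in the HPC and Tet1 and Chd1 in the BNST no longer passed, and differences between regions in these lists were not tested.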

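The test of this interaction, the effect of vapor in drinking mice minus that in non-drinking mice, gave 1315 probesets in the PFC and 0 in the NAC, HPC, BNST and CeA by LIMMA. In the PFC, Cbln2 had an interaction of -0.99 (SE 0.13, adjusted p = 6.0e-06) and Cbln4, which like Cbln2 encodes a secreted synapse organizer, one of -1.44 (SE 0.24, adjusted p = 1.5e-04), as vapor went with lower values in drinking mice and with higher values in non-drinking mice. Neurod1 and the PACAP precursor gene Adcyap1 had interactions of -1.22 (SE 0.21, adjusted p = 3.0e-04) and -1.16 (SE 0.19, adjusted p = 1.4e-04). Positive interactions were found for Cplx3, a complexin, with 1.02 (SE 0.19, adjusted p = 6.1e-04), Gjc3, a connexin of oligodendrocytes, with 0.74 (SE 0.14, adjusted p = 9.1e-04), and the tetraspanin gene Cd9 with 0.62 (SE 0.13, adjusted p = 0.00173). Btg2 with 0.61 (SE 0.22, adjusted p = 0.0765), Npas4 with 0.51 (SE 0.24, adjusted p = 0.196) and Decr1 with -0.40 (SE 0.13, adjusted p = 0.0431) did not pass in the PFC. These values for single genes were taken out of the planned test after the counts were seen. A difference in the tissue dissected was not excluded as their source. At an unadjusted p under 0.05 the interaction gave 9852 probesets in the PFC, 5210 in the NAC, 3970 in the HPC, 10003 in the BNST and 4897 in the CeA. At an adjusted p of 0.05 it gave 514 in the BNST, among them Zbtb7a at 0.78 (SE 0.18, adjusted p = 0.0463), 1 in the HPC and 0 in the NAC and CeA. With array quality weights 3168 passed in the BNST, 8 in the CeA and 2607 in the PFC. Every other setting gave 0 in the NAC, HPC, BNST and CeA. From the significant Comparison 1 and Comparison 3 in the NAC, HPC, BNST and CeA, where CIE Drinking mice differed most from ethanol-naïve mice, the paper writes of an interaction between prolonged inhaled ethanol and voluntary drinking. Its discussion keeps the interaction for the PFC, BNST and CeA and names vapor as the main regulator in the NAC and HPC.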

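CIE Drinking and Air NonDrinking mice differed in the PFC in 325 probesets of 212 genes, 158 higher and 167 lower in CIE Drinking mice. Among the falls was that of Btg2, which neuronal activity induces, at 7.66 ± 0.38 (SD, n = 12) in CIE Drinking and 8.51 ± 0.55 (SD, n = 12) in Air NonDrinking mice. Its log2 fold change was -0.85 (SE 0.15, adjusted p = 0.00210) in 12 of 12 arrays. Other falls were -0.75 for Npas4, another activity-induced gene, -0.60 for 1500009C09Rik, -0.51 for the fatty acid oxidation gene Decr1, -0.48 for 9630013A20Rik, -0.44 for Snrpd3, a core spliceosomal protein, -0.43 for Rprml, -0.42 for Ccdc85b, -0.41 for the proteasome subunit gene Psmd13 and -0.37 for the splicing factor gene Srsf5. The rises named had log2 fold changes from 0.30 for Dtnb to 0.34 for 6530409C15Rik, and included the protocadherin gene Pcdhb7 (0.33), Tmem86b, Dpy19l4, Cwf19l2, Nhlrc1, Supt20, the condensin subunit gene Ncapd3 and A930006K02Rik. Adjusted p ran from 4.6e-04 to 0.00933 for these 19 genes, and 10 to 12 of 12 CIE Drinking arrays lay on the side of the change. Immediate early genes were lower as a fixed list (median -0.29, adjusted p = 2.5e-04, adjusted p = 0.814 with an estimated correlation), with 2 of 18 members called, Btg2 and Npas4, and 5 when adjusted over the list alone. Of 47 chromatin modification genes, the deacetylase Sirt1 rose by 0.29 (SE 0.07, adjusted p = 0.00900) and the acetyltransferase Kat5 had a log2 fold change of -0.27 (SE 0.05, adjusted p = 0.00365), in 12 of 12 and 10 of 12 arrays. Adjusted over the list alone, 3 were higher and 2 lower. That list (median 0.03, adjusted p = 0.0373, adjusted p = 0.814 with an estimated correlation) passed, as did glutamate receptors (median 0.06, adjusted p = 0.0373, adjusted p = 0.814 with an estimated correlation). So did ribosomal proteins (median 0.03, adjusted p = 0.0270, adjusted p = 0.975 with an estimated correlation) and myelin genes (median 0.09, adjusted p = 0.0392, adjusted p = 0.975 with an estimated correlation), with 0 members of the last 3 called either way. With quantile normalization applied again none of these 4 passed (adjusted p from 0.111 to 0.438). The counts in this comparison were 76 with only the 2 groups compared in the fit, when Btg2, Npas4, 1500009C09Rik, Decr1, 9630013A20Rik, Snrpd3, Srsf5, Sirt1, Kat5 and 8 of the named rises no longer passed, 523 with array quality weights, 37.3% of them higher against 48.6% without, when Sirt1 and Ncapd3 did not, and 489 with dim probesets left out, 54.4% of them higher. With quantile normalization applied again, 9630013A20Rik (adjusted p = 0.0161) and Nhlrc1 (adjusted p = 0.0109) did not pass.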

Unique to the PFC, large expression differences were seen across all comparisons but Comparison 4 (CIE Drinking vs. Air NonDrinking) had the smallest number of changes, in contrast to other brain regions (Table 1; S2 Table).

**Fig 3:**
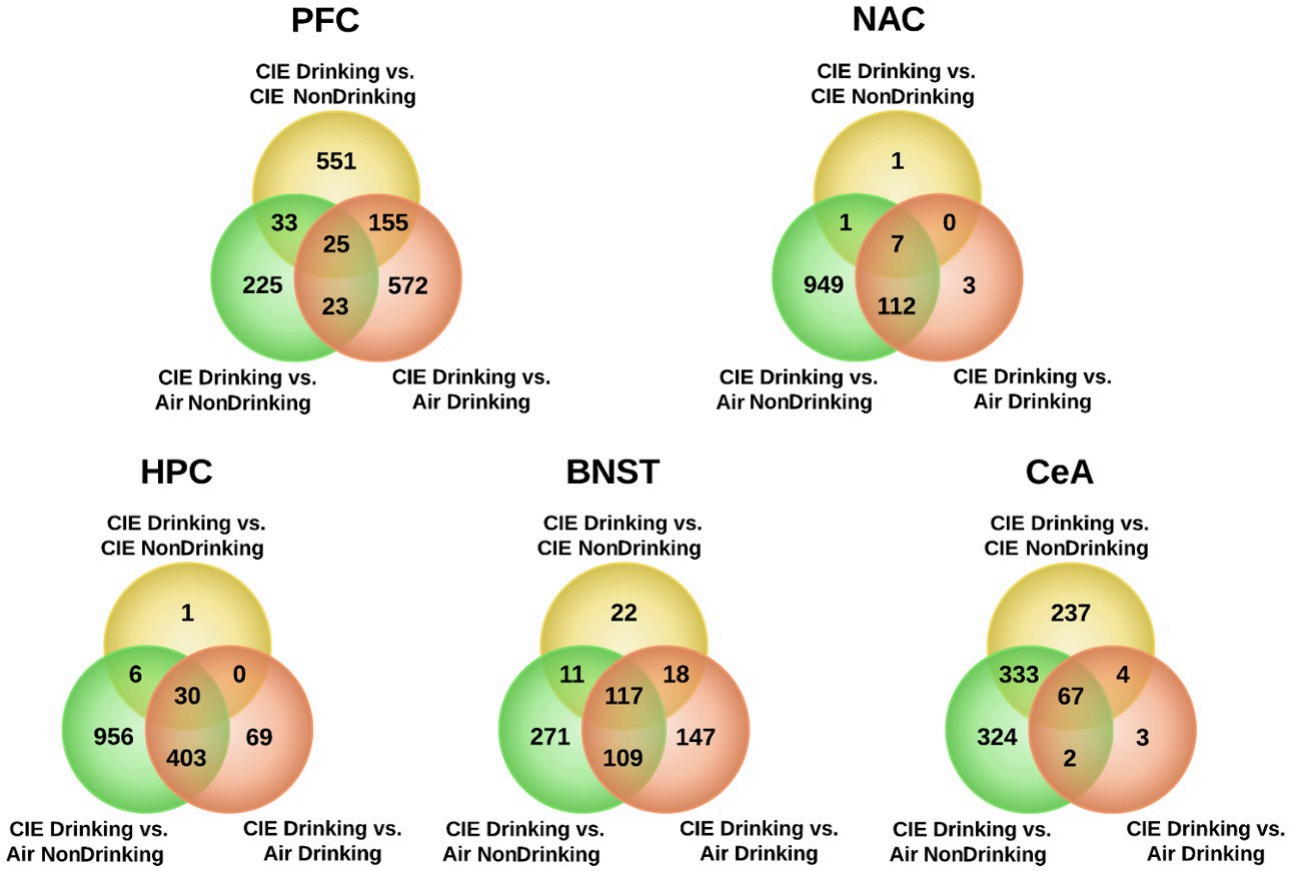
Overlap between 3 treatment/drinking group comparisons in all brain-regions. Overlap Venn Diagrams of differentially expressed genes in PFC, NAC, HPC, BNST, and CeA between comparison of the CIE Drinking group and either the CIE control (CIE NonDrinking), drinking control (Air Drinking), or ethanol naïve control (Air CIE NonDrinking). Significant differential expression: LIMMA FDR ≤ 0.01.

**Table 1:** Differentially expressed probesets and genes for comparisons across all treatment groups.

	Comparison1	Comparison2	Comparison3	Comparison4	Comparison5	Comparison6
	CIE Drinking vs. Air Drinking	CIE NonDrinking vs. Air NonDrinking	CIE Drinking vs. CIE NonDrinking	CIE Drinking vs. Air NonDrinking	CIE NonDrinking vs. Air Drinking	Air Drinking vs. Air NonDrinking
**PFC**	840 (775)	569 (527)	843 (764)	325 (306)	759 (705)	629 (573)
**NAC**	127 (122)	0 (0)	9 (9)	1219 (1069)	1 (1)	0(0)
**HPC**	549 (502)	0 (0)	37 (37)	1615 (1395)	0 (0)	0 (0)
**BNST**	419 (391)	0 (0)	178 (168)	543 (508)	0 (0)	0 (0)
**CeA**	78 (76)	0 (0)	721 (641)	818 (726)	0 (0)	0 (0)

Cells contain number of significant probesets and number of genes (parenthesis). Significant differential expression: LIMMA group comparisons, FDR ≤ 0.01.

### Weighted Gene Correlated Network Analysis

To identify networks of coordinately regulated genes that might point to specific biological functions, we performed WGCNA analysis independently across all brain regions. To limit the WGCNA input to those genes showing some expression response to ethanol, we combined LIMMA-positive gene lists across all brain regions as described in Methods and our prior studies [11]. 

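By LIMMA's moderated F-test over the 4 group means, 2784 probesets differed between treatment groups in the PFC, 1008 in the HPC, 721 in the CeA, 665 in the NAC and 439 in the BNST at an FDR of 0.01. The union over the 5 regions held 3881 probesets. Probesets passing in at least 1 of the 6 group comparisons in at least 1 region, a wider selection, numbered 4809. At an FDR of 0.05, a threshold added after the module sizes of the paper had been seen, the F-test gave 7997 in the PFC, 2352 in the HPC, 1393 in the CeA, 1435 in the NAC and 1414 in the BNST, and a union of 10284. With array quality weights at an FDR of 0.01 the BNST gave 3126 probesets and the PFC 5573, and the NAC and HPC counts rose as well. With dim probesets left out, the NAC and CeA counts fell.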

WGCNA identified modules of co-expressed genes in all brain-regions. Module sizes varied from over 3000 probesets to less than 35 (Table 2). Module validation using topological overlap showed that most modules identified withstood permutation of constituent genes, as indicated by Z-score false discovery rates ≤ 0.2 (S10 Table). One module in the CeA, green yellow, did not show a significant false discovery rate, indicating that module may be the result of spurious associations. Additionally, in each brain region, the FDR of topological overlap Z-scores for the grey modules was 1 as expected, since WGCNA groups all genes which do not show significant topological overlap with any other module into the grey module. When WGCNA modules were interrogated by over-representation analysis for LIMMA-positive genes from various treatment comparisons across brain regions, PFC showed the largest extent of enrichment for LIMMA-positive genes across modules and these were generally distributed across multiple treatment comparisons (Fig 4; S10 Table). In PFC 17 out of 21 modules, excluding the Grey module, were enriched for LIMMA-positive results across at least one comparison group. These generally included both CIE Drinking and CIE NonDrinking groups. In contrast, other brain regions generally showed few modules enriched for LIMMA-positive genes and these all involved treatment comparisons with CIE Drinking animals, although these brain regions also did not have as many LIMMA-positive genes across multiple treatment groups (Fig 4).

**Fig 4:**
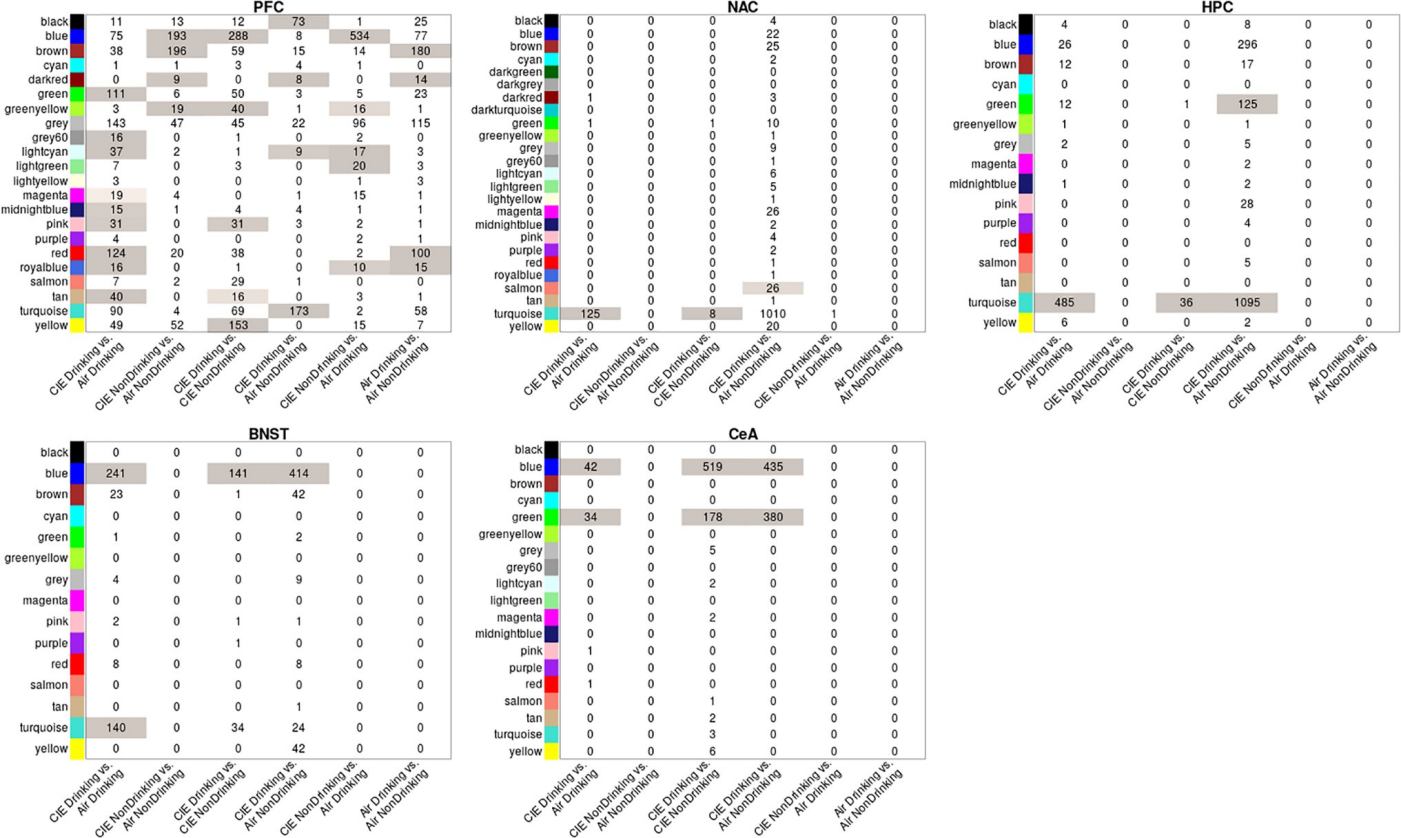
Overlap between WGCNA modules and all 6 treatment/drinking group comparisons in all brain-regions. Cell numbers indicate number of overlapping probesets between module and significantly differentially expressed genes for each comparison (LIMMA p-value ≤ 0.05). Cell color indicates significant of overlap. Significant overlap: p-value ≤ 0.05.

**Table 2:** Module names and sizes for each brain region.

Brain Region	Module Color	Module Size	Module Color	Module Size	Module Color	Module Size
**PFC**	Black	250	Grey60	49	Red	422
(n = 22)	Blue	1926	Light cyan	64	Royal blue	37
	Brown	1588	Light green	43	Salmon	74
	Cyan	71	Light-yellow	40	Tan	81
	Dark red	33	Magenta	108	Turquoise	1943
	Green	513	Midnight blue	66	Yellow	771
	Green yellow	87	Pink	192		
	Grey	1828	Purple	98		
**NAC**	Black	304	Green yellow	192	Purple	204
(n = 25)	Blue	1406	Grey	550	Red	490
	Brown	1369	Grey60	66	Royal blue	44
	Cyan	103	Light cyan	96	Salmon	118
	Dark green	40	Light green	63	Tan	127
	Dark grey	33	light yellow	52	Turquoise	2339
	Dark red	42	Magenta	212	Yellow	1107
	Dark turquoise	38	Midnight blue	97		
	Green	975	Pink	220		
**HPC**	Black	276	Grey	461	Salmon	72
(n = 16)	Blue	1856	Magenta	165	Tan	150
	Brown	1735	Midnight blue	45	Turquoise	2653
	Cyan	54	Pink	184	Yellow	630
	Green	461	Purple	179		
	Green yellow	165	Red	422		
**BNST**	Black	387	Green yellow	174	Red	808
(n = 15)	Blue	1451	Grey	901	Salmon	72
	Brown	1087	Magenta	201	Tan	150
	Cyan	57	Pink	239	Turquoise	2653
	Green	829	Purple	180	Yellow	1080
**CeA**	Black	251	Grey60	35	Red	755
(n = 19)	Blue	2010	Light cyan	43	Salmon	72
	Brown	1202	Light green	34	Tan	89
	Cyan	70	Magenta	187	Turquoise	2205
	Green	931	Midnight blue	59	Yellow	1035
	Green yellow	96	Pink	245		
	Grey	802	Purple	125		

Module size shown in number of probesets. Module names are arbitrary colors assigned by WGCNA and do not indicate similar modules across brain regions.

### WGCNA module phenotypic correlations

To define WGCNA modules functionally related to ethanol drinking behaviors, we calculated Spearman correlations for module eigengenes with phenotypic data collected across the course of the experiment (Figs 5 and 8; S1–S3 Figs and S4 Table). Across brain regions, the highest correlation between drinking data and module eigengene expression was seen with ethanol intake with after CIE cycle 4, and with change in ethanol intake between baseline and CIE cycle 4. The PFC and NAC showed the largest number of modules with highly significant correlation to drinking (Figs 5 and 8). The HPC, BNST, and CeA did not show as many strong correlations to drinking, but certain modules showed module-phenotype correlations with significant p-values (≤0.05) at specific session time-points (S1–S3 Figs).

**Fig 5:**
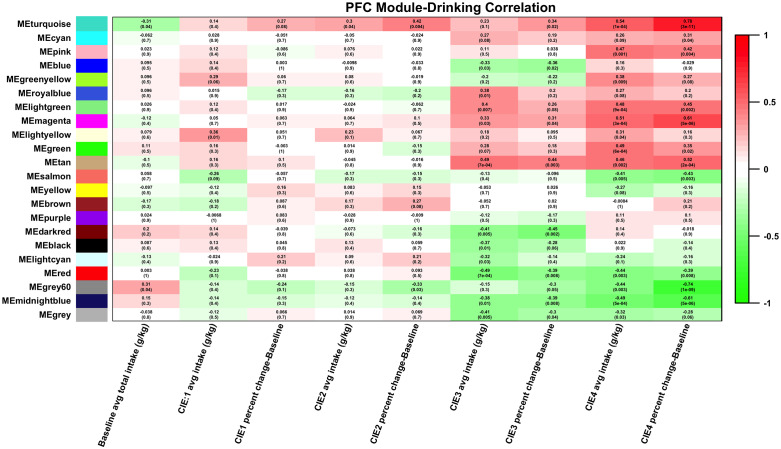
Heatmap of correlation between PFC modules and ethanol intake. Module eigengene (ME, 1st principal component of gene expression) values were correlated to ethanol intake measures. Cell color indicates strength of correlation (green = negative correlation, red = positive correlation).

### Module disruption by CIE drinking

In addition to identifying network modules over-represented for LIMMA-positive genes or correlating with ethanol behavioral phenotypes as above, we also identified networks showing the largest degree of network structure disruption caused by CIE. Such metrics can identify more subtle changes in expression networks caused by a given treatment. For the purposes of focusing on the presumed most extreme changes, as described in Methods, we performed network disruption analysis between the Air NonDrinking and CIE Drinking groups. Network disruption was calculated for both the average correlation of intramodular connectivity (cor.kIM) and total connectivity (cor.kME) with full results in S11 Table. The Z_cor.kIM values gave larger numbers of disrupted modules but largely overlapped with Z_cor.kME results, and are thus discussed further here and shown in Table 3. Larger modules, in general, showed more significant disruption scores (Pearson r = -0.696, p = 0.0013) but there was not a strict correspondence between the number of modules and their size vs. the number significantly disrupted by CIE treatment across brain regions. 

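The sizes and Z_cor.kIM values of the 92 modules in the authors' S11 Table were correlated in each region, with modules as the units, which are not independent replicates. In the CeA, Pearson r was -0.696 (permutation p = 0.00292, adjusted p = 0.00584) and Spearman rho -0.750 (permutation p = 6.0e-04), and r without the 2 modules farthest from the median size was -0.784. In the NAC, r was -0.731 (permutation p = 0.00197, adjusted p = 0.00584), rho -0.423 (permutation p = 0.0404), and r without those 2 modules -0.396. In the HPC, r was -0.697 (permutation p = 0.0108, adjusted p = 0.0162), but rho was 0.0304 (permutation p = 0.916) and r without the 2 modules 0.306, so that the relation rests on them. The BNST had an r of -0.449 (permutation p = 0.107, adjusted p = 0.129) and a rho of -0.807 (permutation p = 8.8e-04), with -0.740 without the 2 modules. The PFC had an r of -0.322 (permutation p = 0.158, adjusted p = 0.158), a rho of -0.218 (permutation p = 0.341) and -0.248 without them. Over all regions together, r was -0.541 (permutation p = 1e-05, the smallest possible, adjusted p = 6.0e-05), rho -0.351 (permutation p = 5.9e-04) and r without the 2 farthest modules -0.540. The adjusted p cover these 6 relations.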

NAC showed the largest number and percentage of disrupted modules (17/24), followed by CeA (9/18), BNST (5/14), HPC (4/15) and then PFC (4/21). Thus, despite NAC only showing two modules with over-representation for Air NonDrinking vs. CIE Drinking regulated genes, that brain region showed the greatest percentage of modules with connectivity disrupted by CIE. This suggests a dissociation between more subtle network-level responses to CIE versus robust CIE regulation of individual genes.

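For the values as deposited, the patterns of connectivity in CIE Drinking and Air NonDrinking mice differed most in the NAC when probesets entered at once rather than by module, while with group means removed the CeA had the lowest Z (-2.82, against -1.78 in the NAC). A probeset's connectivity was the sum of its absolute Pearson correlations with the others within a group, raised to the power 6, or 8 in the PFC, over 3000 probesets drawn from those without missing values among the 3881 that passed the moderated F-test at an FDR of 0.01 in any region. The Pearson r across probesets of this connectivity in CIE Drinking mice with that in Air NonDrinking mice was set against 100 random divisions of the same arrays into groups of the same sizes. In the NAC it was 0.0158 against 0.721 ± 0.0568 (SD over divisions), a Z of -12.4, and in the BNST 0.283 against 0.593 ± 0.0943 (SD over divisions), a Z of -3.30. The HPC had 0.556 against 0.709 ± 0.0795 (SD over divisions), a Z of -1.93, the CeA 0.235 against 0.425 ± 0.146 (SD over divisions), a Z of -1.30 and the PFC 0.423 against 0.263 ± 0.133 (SD over divisions), a Z of 1.20. With the real division counted among the 100, r was as low in 1 for the NAC, 2 for the BNST, 6 for the HPC, 10 for the CeA and 88 for the PFC. This r compares the pattern of connectivity and not its level, which in the NAC had a mean of 147 in CIE Drinking and 60.1 in Air NonDrinking mice. Probesets are not independent replicates, and the network modules themselves were not rebuilt, so that these values are not per module. In the authors' S11 Table, modules with a Z of -2 or less made up 70.8% in the NAC, 50% in the CeA, 35.7% in the BNST, 26.7% in the HPC and 19.0% in the PFC.

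**Figure D2:**
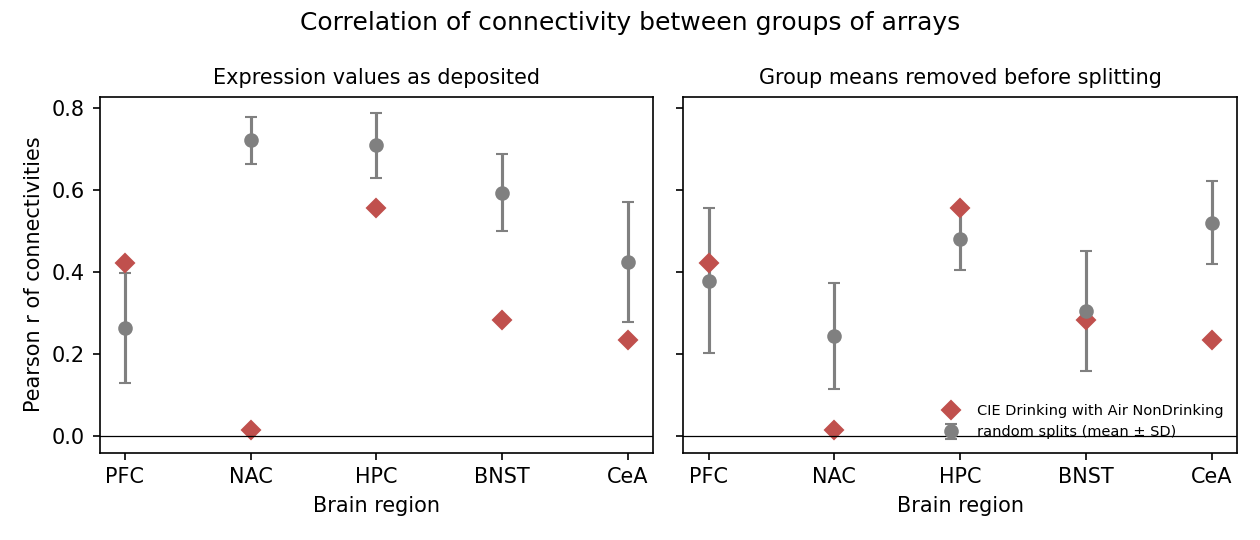
Pearson r of probeset connectivity between CIE Drinking and Air NonDrinking arrays (diamonds) and between random divisions of the same arrays (circles, mean with bars of 1 SD over 100 divisions), by brain region, for the expression values as deposited (left) and with group means removed before dividing (right). On the left the NAC diamond, at 0.0158, lies far below its circle at 0.721; on the right the NAC circle is at 0.245.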

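In the NAC, where 1219 probesets differed between CIE Drinking and Air NonDrinking mice, the connectivity of probesets in one group had almost no relation to that in the other. With each group's mean subtracted before the arrays were divided at random, so that a shift in mean expression no longer adds to the correlations within mixed groups, the Z of the NAC was -1.78 and the mean r of the random divisions 0.245. The CeA then had a Z of -2.82, the BNST of -0.148, the PFC of 0.248 and the HPC of 1.01. In this setting r was as low in 3 of 100 divisions for the NAC, 2 for the CeA, 41 for the BNST, 55 for the PFC and 83 for the HPC, so that most of the NAC's Z came from the shift between group means. From the share of disrupted modules in the NAC beside its few modules enriched for genes regulated in Comparison 4, the paper proposes a dissociation between subtle network-level responses to CIE and robust regulation of individual genes.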

**Table 3:** Combined analysis of WGCNA module responses to ethanol.

Brain Region	Module Disruption by Ethanol	Ethanol Consumption Correlated	Over-represented Ethanol Regulated	Overlaps
**PFC**	Brown, Green, Light Yellow, **Turquoise**	Grey60, Light green, Magenta, Midnight blue, Pink, Red, Salmon, Tan, **Turquoise**	Black, dark red, **Turquoise**	Turquoise
**NAC**	Black, Blue, Brown, Dark green, **dark red**, Green, Grey60, light green, light yellow, Magenta, midnight blue, Pink, Purple, **Royal blue**, Tan, **Turquoise**, **Yellow**	**dark red**, Light cyan, **Royal blue**, **Turquoise**, **Yellow**	Salmon, **Turquoise**	dark red, Royal blue, Turquoise, Yellow
**HPC**	Blue, Salmon, Tan, **Turquoise**	Black, Green yellow, Purple, **Turquoise**, Yellow	Green, **Turquoise**	Turquoise
**BNST**	Black, **Blue**, Brown, Green, Yellow	Red	**Blue**	Blue
**CeA**	Black, **Blue**, Brown, **Green**, Purple, Red, Tan, Turquoise, Yellow	**Blue**	**Blue, Green**	Blue, Green

Results show modules significant for Module Disruption (Z_cor.kIM ≤ -2), correlation with Ethanol Consumption (p<0.01 for percent change vs. baseline after CIE cycle 4), or over-representation for ethanol responsive genes by LIMMA analysis of Air NonDrinking vs. CIE Drinking (FDR<0.01). Overlap is indicated for modules present in at least two analyses (bolded module names). Module names are arbitrary colors assigned by WGCNA and do not indicate similar modules across brain regions.

### Bioinformatics analysis of WGCNA modules

#### Prefrontal cortex

As previously noted, the strongest correlations between ethanol intake and modules in the PFC were seen after the 4^th^ CIE cycle. The strongest correlations between WGCNA modules and all intake measures were between change from baseline drinking after CIE cycle 4 and eigengenes for the turquoise module (r = 0.8, p-value = 1e-12), the magenta module (r = 0.65, p-value = 6e-7), and the grey60 module (r = -0.72, p-value = 9e-9) (Fig 5). The magenta and turquoise modules showed Gene Ontology (GO) hits related to neuron development and synaptic transmission (S5 Table). Specific genes within these GO categories include *Ngfr*, *Ppp1r9a*, *Fgfr1*, *Sox1*, *Slc1a3* (turquoise module), and *Grin2b*, *Htt*, *Cacna1a*, *Ppp3ca*, *Rims1* (magenta module). All of these genes, individually, show significant correlation with change in drinking between baseline and CIE cycle 4 (S4 Table). 

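Fgfr1, a receptor of fibroblast growth factors, had the largest PFC difference among these 10 genes by their probesets with the highest mean, a log2 fold change of 0.29 (SE 0.07, adjusted p = 0.0131) between CIE Drinking and Air NonDrinking mice in 12 of 12 arrays, which did not pass. Ppp1r9a, which encodes the actin-binding neurabin, had 0.11 (SE 0.03, adjusted p = 0.0191) in the same comparison, and the active zone gene Rims1 0.12 (SE 0.03, adjusted p = 0.0361) between CIE NonDrinking and Air NonDrinking mice. Between CIE Drinking and Air NonDrinking mice the remaining turquoise genes had 0.10 for Sox1, -0.08 for the neurotrophin receptor gene Ngfr and -0.02 for the glial glutamate transporter gene Slc1a3. The remaining magenta genes had 0.09 for the NMDA receptor subunit gene Grin2b, 0.06 for the calcium channel gene Cacna1a, 0.03 for Ppp3ca, the catalytic subunit of calcineurin, and 0.01 for Htt, the huntingtin gene, and adjusted p for these 7 genes ran from 0.145 to 0.857. By LIMMA, 0 of the 5 turquoise and 0 of the 5 magenta genes passed in Comparisons 1 and 4, and adjusted over the list alone 1 and 2 turquoise genes were higher. Other probesets of the magenta genes were called in Comparison 1, Ppp3ca at 0.14 and Htt at -0.41, and another of the turquoise gene Slc1a3 in Comparison 3 at -0.39. The tests of the lists gave adjusted p = 0.122 in Comparison 1 and 0.109 in Comparison 4 for turquoise and 0.820 and 0.109 for magenta. The turquoise list was higher in Comparison 3 (median 0.08, adjusted p = 0.0467, adjusted p = 0.470 with an estimated correlation), with 0 called either way, and did not pass with all probesets of a gene averaged (adjusted p = 0.870) or with quantile normalization applied again (adjusted p = 0.0751). The mean pairwise r of the turquoise genes over 47 PFC arrays was 0.169 (percentile 94.5 among 10000 random lists of as many genes) and that of the magenta genes 0.187 (percentile 91.7). With all probesets of a gene averaged, the turquoise value was -0.0676 (percentile 23.9) and the magenta value 0.0961 (percentile 78.9), so that both depend on the probesets taken. The study chose these genes on the same arrays, so their correlation is not independent evidence.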

The green module also showed significant correlation to ethanol intake after CIE cycle 4, and to absolute and percent change in ethanol intake between CIE cycle 4 and baseline (r = 0.49, p-value = 6e-4 with ethanol intake, r = 0.39, p-value = 0.009 with absolute change from baseline, r = 0.35, p-value = 0.02 with percent change from baseline) (S4 Table). 

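The myelin genes that the authors list for the green module were summarized by their first principal component over the 47 PFC arrays, which held 69.9% of the variance of 7 genes. This component of Cd9, Olig2, Mbp and the other genes was higher in CIE Drinking than in Air Drinking mice by 3.22 (permutation p = 1e-05, the smallest possible, adjusted p = 6.0e-05). It was higher than in CIE NonDrinking mice by 2.91 (permutation p = 7.2e-04, adjusted p = 0.00216). Against Air NonDrinking mice its difference was 1.53 (permutation p = 0.0447, adjusted p = 0.0745), which did not pass an adjusted p of 0.05. The adjusted p cover the 6 comparisons of a component.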

Looking at module eigengene values across samples further indicates that this module’s is driven by co-expression patterns, across genes within the module, particularly between the CIE Drinking group and the other treatment groups (Fig 6a). This module had significant enrichment for regulation of neurotransmission as indicated by several GO categories (Fig 6b). In addition, this module was significantly enriched for genes involved in neuron ensheathment by myelin (GO: 0007272, GO: 0008366, GO: 0042552). Myelin genes within this module include *Cd9*, *Lgi4*, *Cldn11*, *Olig2*, *Gjc3*, *Gas3st1*, and *Mbp* (S3–S5 Tables). Additionally, the green PFC module contained the astrocytic protein gene *Gfap* (S3 Fig), known to be involved in astrocyte-neuron communication and to influence myelin expression. 

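Cd9, a tetraspanin of the myelin sheath, rose in the PFC of CIE Drinking over Air Drinking mice by 0.44 (SE 0.09, adjusted p = 0.00263), the oligodendrocyte transcription factor gene Olig2 by 0.35 (SE 0.08, adjusted p = 0.00423) and Lgi4 by 0.25 (SE 0.06, adjusted p = 0.00810), each in 12 of 12 arrays. Lgi4 did not pass with quantile normalization applied again (adjusted p = 0.0121). The tight junction gene Cldn11 had 0.36 (SE 0.11, adjusted p = 0.0361), the sulfotransferase gene Gal3st1 0.26 (SE 0.08, adjusted p = 0.0336) and Mbp, the gene of myelin basic protein, 0.10 (SE 0.04, adjusted p = 0.124), none of which passed. Gjc3, a connexin of oligodendrocytes, had 0.05 (SE 0.10, adjusted p = 0.831) in Comparison 1 but rose by 0.51 (SE 0.10, adjusted p = 0.00133) over CIE NonDrinking mice, where Olig2 also rose by 0.36 (SE 0.08, adjusted p = 0.00322), in 12 of 12 and 12 of 12 arrays. In CIE NonDrinking against Air Drinking mice Gjc3 had a log2 fold change of -0.46 (SE 0.10, adjusted p = 0.00430) in 12 of 12 arrays. The 7 genes tested as a list gave median 0.26, adjusted p = 3.6e-05 (adjusted p = 0.579 with an estimated correlation) in Comparison 1, with 3 called and 5 when adjusted over the list alone. They gave median 0.29, adjusted p = 3.9e-07 (adjusted p = 0.295 with an estimated correlation) in Comparison 3, with 2 called and 5 over the list alone, and adjusted p = 0.0901 in Comparison 4, with 0 called either way. In Comparison 2 they were lower (median -0.11, adjusted p = 0.0110, adjusted p = 0.737 with an estimated correlation), with 1 called, Gjc3, over all genes or over the list alone. Their mean pairwise r was 0.624, higher than in any of 10000 random lists, but the study chose them on these arrays, so neither value is independent evidence.

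A fixed list of 23 myelin and oligodendrocyte genes, drawn up without the arrays, was higher in CIE Drinking than in Air Drinking mice (median 0.28, adjusted p = 4.8e-10, adjusted p = 0.616 with an estimated correlation), with 3 members called and 8 when adjusted over the list alone. It includes Cd9, Olig2, Lgi4, Gjc3 and Mbp, which the study chose on these arrays for the green module. The list was not tested without them, so it is not independent of that choice. In CIE NonDrinking against Air NonDrinking mice the same list was lower (median -0.14, adjusted p = 1.0e-04, adjusted p = 0.737 with an estimated correlation), with 1 called, Gjc3, and 1 when adjusted over the list alone, and another probeset of Mbp called at -0.47. Microglial markers were also higher in Comparison 1 (median 0.10, adjusted p = 0.00371, adjusted p = 0.616 with an estimated correlation), with 0 of 13 called either way. Astrocyte markers (median 0.02, adjusted p = 0.141, Gfap the 1 of 15 called, over all genes or over the list alone) and pan-neuronal markers (median -0.05, adjusted p = 0.0773, 0 of 12 called either way) did not pass, although the latter did with quantile normalization applied again (adjusted p = 0.0131), at the preset correlation (adjusted p = 0.620 with an estimated correlation without that step). Other probesets of the astrocyte genes were called lower for Slc1a2 at -0.81 and Fgfr3 at -0.34. Within groups, over the 47 PFC arrays, the mean of the myelin list fell as that of pan-neuronal markers rose (r = -0.660, rho = -0.623, permutation p = 1e-05, the smallest possible, adjusted p = 1.7e-05, r = -0.634 without the 2 farthest arrays). It rose with Gfap (r = 0.907, rho = 0.897, permutation p = 1e-05, the smallest possible, adjusted p = 1.7e-05, r = 0.894 without the 2 farthest arrays). It also rose with the other astrocyte markers (r = 0.655, rho = 0.701, permutation p = 1e-05, the smallest possible, adjusted p = 1.7e-05, r = 0.651 without the 2 farthest arrays), and with microglial markers (r = 0.601, rho = 0.579, permutation p = 2.0e-05, adjusted p = 2.5e-05, r = 0.548 without the 2 farthest arrays). For endothelial markers the relation was weaker (r = 0.425, rho = 0.456, permutation p = 0.00280, adjusted p = 0.00280, r = 0.499 without the 2 farthest arrays). The adjusted p cover these 5 relations, and the share of white matter in the dissected tissue was not measured.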

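Gfap encodes the intermediate filament of astrocytes that is taken as a marker of their reactivity. Its PFC probeset with the highest signal was 7.99 ± 0.28 (SD, n = 12) on the log2 scale in CIE Drinking mice and 7.10 ± 0.36 (SD, n = 11) in Air Drinking mice. The log2 fold change was 0.89 (SE 0.17, adjusted p = 0.00125, permutation p = 2.0e-05), with 12 of 12 CIE Drinking arrays above the Air Drinking mean. On the linear scale this is a fold change of 1.85 (95% confidence interval 1.45 to 2.35), and the other Gfap probesets rose by 0.53 (adjusted p = 0.00209) and 0.65 (adjusted p = 0.00614). CIE Drinking mice exceeded CIE NonDrinking mice by 0.70 (adjusted p = 0.00814, or 0.0102 with a trend and robust variances). The other probesets were higher by less and did not pass (0.24 and 0.34, adjusted p = 0.166 and 0.157). Against Air NonDrinking mice the log2 fold change of 0.37 (adjusted p = 0.139) did not pass, nor did that of vapor without drinking, -0.33 (adjusted p = 0.268). Air Drinking mice had a log2 fold change of -0.51 (adjusted p = 0.0625) against Air NonDrinking mice, which did not pass either. The other probesets had -0.39 and -0.49 there (adjusted p = 0.0258 and 0.0389), above the bound of 0.01. The rise over Air Drinking mice is thus set against the group with the lowest mean. Within groups this probeset rose with the mean of the myelin list (r = 0.907). A larger share of white matter in the dissected tissue was therefore not excluded for the rise in Gfap either. The interaction of vapor and drinking was 1.22 (SE 0.24, adjusted p = 0.00116).

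**Figure D3:**
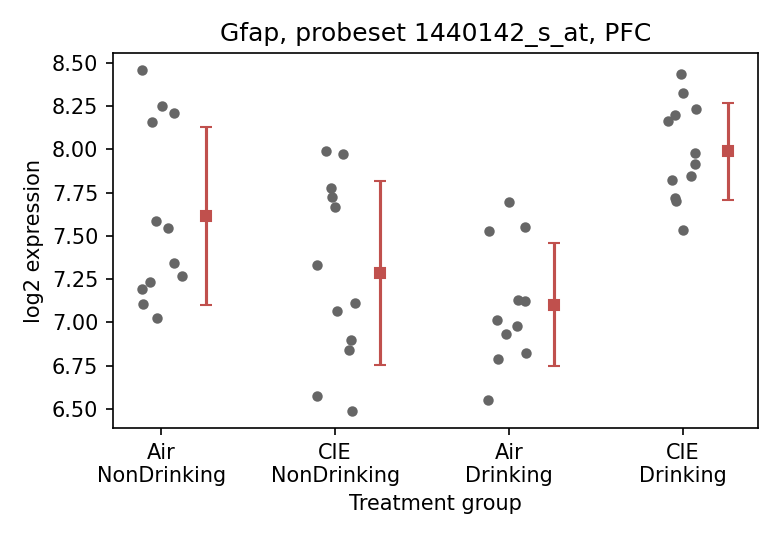
Gfap expression (log2, probeset with the highest signal) in the PFC by treatment group, with a point for each array and a square with bars for the group mean ± SD. The mean of the CIE Drinking arrays (7.99) is the highest and that of the Air Drinking arrays (7.10) the lowest, and single arrays of the groups overlap.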

*Gfap* showed a nearly 2-fold increase in expression between the Control Drinking and CIE Drinking groups (S3 Fig). Using the myelin-related genes from the green module as an input list, GeneMANIA validated that those genes have shown co-expression, co-localization, or protein-protein interactions in previous published studies (Fig 6c).

**Fig 6:**
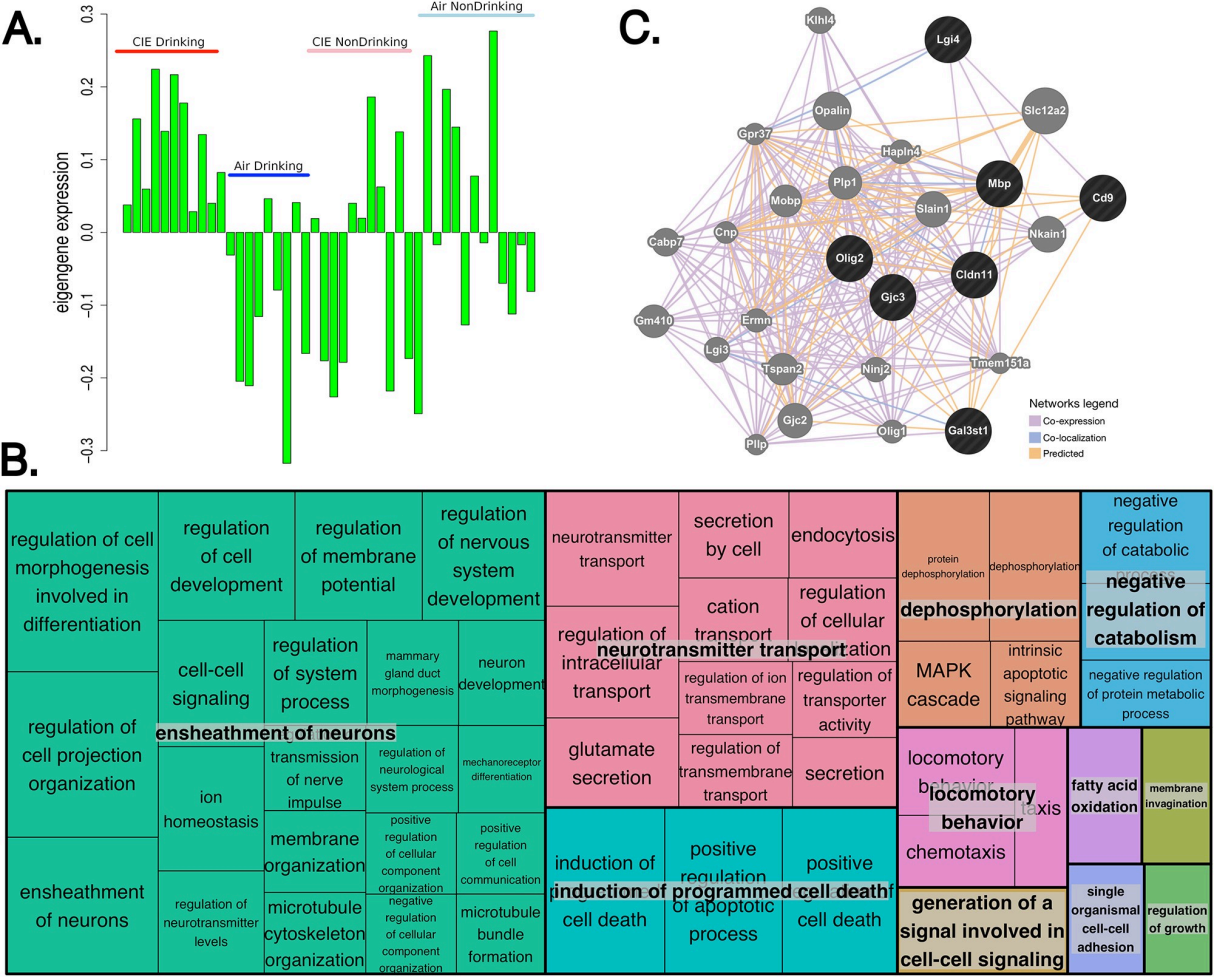
Eigengene expression for each sample in PFC green module, Gene Ontology enrichment, connectivity of myelin genes. A) Eigengene (1^st^ principal component) value from each PFC sample. Red = CIE Drinking, Blue = Air Drinking, Pink = CIE NonDrinking, Light blue = Air NonDrinking. B) Gene Ontology biological processes significantly enriched in the PFC green module, grouped by biological theme using REVIGO. C) GeneMANIA network generated from PFC green module genes involved in myelination.

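The first principal component of Fgfr1, Ppp1r9a, Sox1, Ngfr and Slc1a3, genes that the paper names for the turquoise module, held 43.6% of their variance over the PFC arrays. It was higher in CIE Drinking than in Air NonDrinking mice by 1.92 (permutation p = 0.00197, adjusted p = 0.0118). Its differences from Air Drinking mice of 1.14 (permutation p = 0.0197, adjusted p = 0.0591) and from CIE NonDrinking mice of 0.98 (permutation p = 0.0334, adjusted p = 0.0668) did not pass an adjusted p of 0.05. With all probesets of a gene averaged the difference from Air NonDrinking mice was -1.21, the other way, and did not pass (adjusted p = 0.123). The component of Rims1, Grin2b, Cacna1a, Ppp3ca and Htt, of the magenta module, was higher than in Air NonDrinking mice in CIE NonDrinking mice by 1.77 (permutation p = 0.00703, adjusted p = 0.0404) and in CIE Drinking mice by 1.41 (permutation p = 0.0135, adjusted p = 0.0404).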

Module eigengene expression in the large turquoise module also indicated that this module’s formation is driven by coexpression of genes between the CIE Drinking group and Air NonDrinking groups (Fig 7a). This module showed a strong GO hit for chromatin modification (GO:0016568). Genes in the turquoise module within this category include many well-known chromatin modification genes such as *Dnmt1*, *Dnmt3b*, *Hdac8*, *Bcor*, *Crebbp*, *Ctcf*, *Bptf*, *Smarca5*, and *Smarcc1* [40–45] (Fig 7b). 

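Crebbp, a histone acetyltransferase, rose in the PFC of CIE Drinking over CIE NonDrinking mice by 0.34 (SE 0.06, adjusted p = 8.2e-04) in 11 of 12 arrays. It was lower in CIE NonDrinking than in Air Drinking mice, with -0.29 (SE 0.07, adjusted p = 0.00412) in 12 of 12. Ctcf, which organizes chromatin loops, was lower in CIE NonDrinking than in Air NonDrinking mice, with -0.20 (SE 0.04, adjusted p = 0.00395) in 12 of 12 arrays. Between CIE Drinking and Air NonDrinking mice Hdac8, a histone deacetylase, had -0.41 (SE 0.12, adjusted p = 0.0301) and Bptf, a subunit of the NURF remodeler, 0.11 (SE 0.03, adjusted p = 0.0170), which did not pass. Between CIE Drinking and Air Drinking mice the corepressor gene Bcor had 0.14 (SE 0.04, adjusted p = 0.0464), which did not pass either, although another of its probesets did at 0.34. The DNA methyltransferase genes Dnmt1 and Dnmt3b and the remodeler genes Smarca5 and Smarcc1 had log2 fold changes of 0.03, -0.01, -0.03 and 0.01 in Comparison 4, with adjusted p from 0.585 to 0.885. Other probesets of Smarcc1 (0.61) and Bptf (0.44) were called higher in Comparison 3. In Comparisons 1 and 4, 0 of these 9 genes were called by LIMMA on the probeset with the highest mean and the tests of the list gave adjusted p = 0.531 and 0.559, while 1 was higher and 1 lower in Comparison 4 when adjusted over the list alone. In Comparison 3 these genes did not pass as a list (adjusted p = 0.0711, adjusted p = 0.470 with an estimated correlation). With all probesets of a gene averaged they passed as higher there at the preset correlation (adjusted p = 0.0162). Their mean pairwise r was 0.0104 (percentile 62.7), or 0.0783 (percentile 93.9) with all probesets of a gene averaged. Their first principal component, with 28.0% of the variance, was higher in CIE Drinking than in CIE NonDrinking mice by 2.17 (permutation p = 0.00211, adjusted p = 0.0127) and than in Air NonDrinking mice by 1.86 (permutation p = 0.0136, adjusted p = 0.0409), but the latter difference, 1.49 with all probesets of a gene averaged, did not pass then (adjusted p = 0.107). These genes were chosen by the study on the same arrays.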

The grey60 module also showed a significant GO hit for chromatin (GO:0000785). Genes within this category were *H1f0*, *Tcp1*, and *Klhdc3* (S5 Table). Of these genes, *Hdac8*, *Bcor*, *Crebbp*, *Ctcf*, *Bptf*, *Smarca5*, *Smarcc1*, *H1f0*, *Tcp1*, and *Klhdc3* were significantly correlated with change in baseline intake after CIE cycle 4 or with ethanol intake after CIE cycle 4 (S3 Table).

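Klhdc3, a kelch-domain gene, fell in the PFC of CIE Drinking against Air Drinking mice with a log2 fold change of -0.14 (SE 0.03, adjusted p = 0.00176) in 12 of 12 arrays. Tcp1, a subunit of the CCT chaperonin, had -0.12 (SE 0.03, adjusted p = 0.0176) in 12 of 12 arrays and did not pass. H1f0, the other gene that the paper names for this module, was not analysed here. As a list Klhdc3 and Tcp1 were lower in Comparison 1 (median -0.13, adjusted p = 0.00157, adjusted p = 0.361 with an estimated correlation), with 1 called, Klhdc3, and 2 when adjusted over the list alone. They were lower as a list in Comparison 3 too (median -0.09, adjusted p = 0.0236, adjusted p = 0.470 with an estimated correlation and 0.0578 with all probesets of a gene averaged), with 0 called and 2 when adjusted over the list alone. In Comparison 4 the list did not pass (adjusted p = 0.0808, 0 called and 2 when adjusted over the list alone). Klhdc3 and Tcp1 had a pairwise r of 0.740 (percentile 98.5), or 0.598 with group means removed (percentile 94.4). Their first principal component differed between CIE Drinking and Air Drinking mice by -2.33 (permutation p = 1e-05, the smallest possible, adjusted p = 6.0e-05), CIE NonDrinking mice by -1.70 (permutation p = 2.8e-04, adjusted p = 8.4e-04) and Air NonDrinking mice by -1.67 (permutation p = 7.3e-04, adjusted p = 0.00146), although the study chose these genes on the same arrays.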

**Fig 7:**
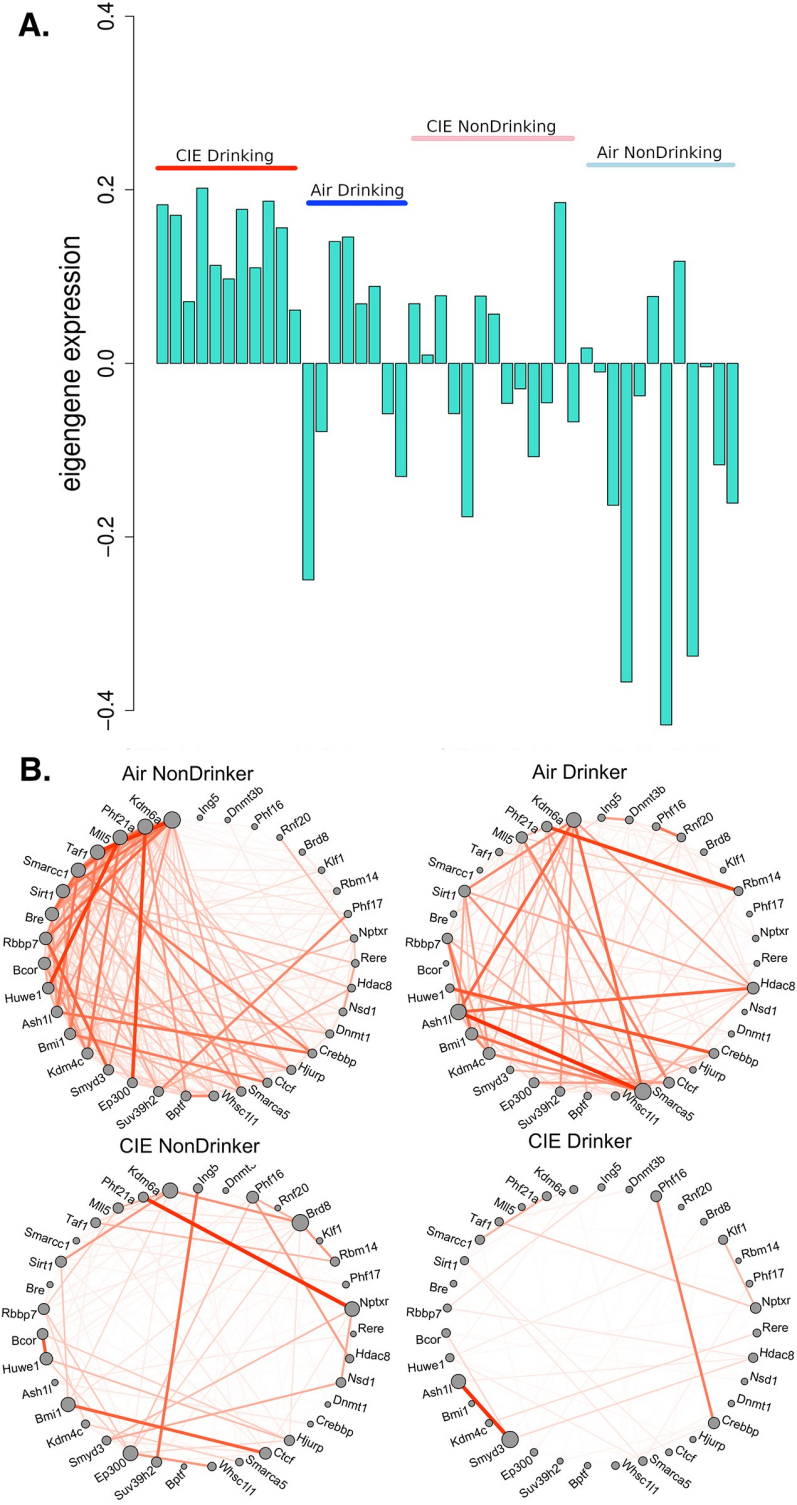
Eigengene expression for each sample in PFC turquoise module and connectivity of chromatin modification genes. A) Eigengene (1^st^ principal component) value from each PFC sample. Red = CIE Drinking, Blue = Air Drinking, Pink = CIE NonDrinking, Light blue = Air NonDrinking. B) Connectivity, represented by expression correlation, between genes involved in chromatin modification for each group. Line thickness and opacity represent strength of connectivity between genes.

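The mean Pearson r over the 36 pairs of Dnmt1, Dnmt3b, Hdac8, Bcor, Crebbp, Ctcf, Bptf, Smarca5 and Smarcc1 was -0.0507 in CIE Drinking, -0.00808 in Air Drinking, 0.0286 in CIE NonDrinking and 0.0623 in Air NonDrinking mice. CIE Drinking and Air NonDrinking mice, with 12 arrays each, differed in this mean by -0.113 (permutation p = 0.165). With Spearman correlation the difference was -0.0390 (permutation p = 0.532) and with all probesets of a gene averaged -0.151 (permutation p = 0.170). These means keep the sign of r, so that positive and negative pairs cancel. Single pairs ran from -0.935 (Crebbp and Hdac8) to 0.770 (Bptf and Dnmt1) in CIE Drinking mice. In Air NonDrinking mice they ran from -0.771 (Crebbp and Dnmt3b) to 0.813 (Bptf and Bcor). The strength of connectivity without regard to sign was not compared.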

#### Nucleus accumbens

Patterns of module-ethanol intake correlations in the NAC were more scattered than those seen in the PFC, but the strongest correlations were still seen with intake after the 4^th^ cycle of CIE (Fig 8). These modules were the royal blue (r = 0.74, p-value = 3e-10 with ethanol intake, r = 0.67, p-value = 6e-8 with percent change from baseline), and salmon modules (r = -0.79, p-value = 8e-13 with ethanol intake, r = -0.47, p-value = 6e-4 with change in drinking from baseline). 

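Genes of cytosolic ribosomal proteins were higher as a fixed list in the NAC of CIE Drinking than of Air Drinking mice (median 0.04, adjusted p = 7.1e-12, adjusted p = 0.361 with an estimated correlation), with 0 of 36 called by LIMMA and 1 higher when adjusted over the list alone. Some cell-type lists had larger medians there, namely striatal projection neurons (0.11, adjusted p = 0.00371), microglia (0.09, adjusted p = 7.4e-06) and myelin (0.08, adjusted p = 0.0114). None passed with an estimated correlation (adjusted p from 0.586 to 0.767). Pan-neuronal markers were lower without passing (median -0.06, adjusted p = 0.0814, adjusted p = 0.616 with an estimated correlation). With quantile normalization applied again they passed as lower at the preset correlation (median -0.08, adjusted p = 0.0264). A difference in the tissue sampled was therefore not excluded. Of the ribosomal genes that the authors list for the royal blue module, Rps26 of the small subunit had 0.10 (SE 0.02, adjusted p = 0.0253) and Rps7 0.06 (SE 0.02, adjusted p = 0.112) in that comparison. They had 0.09 (adjusted p = 0.0257) and 0.07 (adjusted p = 0.0257) against Air NonDrinking mice. The log2 fold changes between CIE Drinking and Air Drinking mice were 0.05 for Rps10, 0.05 for Rpl35, 0.04 for Rpl12, 0.01 for Rpl37a and 0.04 for Fau, with adjusted p from 0.244 to 0.761. Of the 12 ribosomal genes that the paper names for this module, only 7 were analysed here. As a list these 7 gave median 0.05, adjusted p = 9.9e-05 (adjusted p = 0.361 with an estimated correlation) in Comparison 1. In Comparison 4 they gave median 0.02, adjusted p = 0.00472 (adjusted p = 0.814 with an estimated correlation). Of them, 0 were called and 1 and 2 higher when adjusted over the list alone. The list also passed in Comparison 3 (median 0.03, adjusted p = 0.0194, adjusted p = 0.560 with an estimated correlation), with 0 called either way. With quantile normalization applied again it did not pass in Comparison 4 (adjusted p = 0.0704) or 3 (adjusted p = 0.253). Their mean pairwise r over the 47 NAC arrays was 0.364 (percentile 99.9), and their first principal component was higher in CIE Drinking than in Air Drinking mice by 2.59 (permutation p = 1.8e-04, adjusted p = 0.00108) and than in Air NonDrinking mice by 2.06 (permutation p = 0.00318, adjusted p = 0.00954). The study chose these genes on the same arrays, so their list is not independent evidence.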

The royal blue module contained probesets for several subunits of the ribosomal complex (*Rps7*, *Rsp10*, *Rps13*, *Rps17*, *Rps26*, *Rpl12*, *Rpl28*, *Rpl32*, *Rpl35*, *Rpl36*, *Rpl37a*, *Fau*) indicating this module may play a role in regulation of protein synthesis (S4 and S7 Tables). Whereas GO hits for cellular metabolic processes, such as glucose, fumarate, glutamate, and aspartate processing, were seen in the salmon module (S6 Table). The light yellow and yellow modules repeatedly showed significant correlation with both baseline drinking, and with drinking after each cycle of CIE. In both of these modules, however, this correlation decreased following the 4^th^ CIE cycle. Finally, several modules (blue, light yellow, tan, magenta, salmon, and yellow) showed very strong correlation to baseline drinking. Of these, the blue, light yellow, magenta, and yellow showed GO hits related to synaptic transmission or synaptic plasticity (S6 Table). The magenta and tan modules contained genes related to chromatin modification (Magenta: *Ing4*, *Ing3*, *Hdac1*, *Rbbp4*, *Kat5*. Tan: *Hdac9*, *Zbtb16*), and development (Magenta: *Rtn4*, *Sox9*, *Bmpr1b*. Tan: *Fgf9*, *Hdac9*, *Igfbp3*, *Zbtb16*) (S6 Table). Together, these modules indicate that, in addition to alterations in mRNA expression, CIE-induced changes in protein and metabolite populations in the NAC may be involved in the observed increase in ethanol intake (Fig 2) [19].

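Kat5, an acetyltransferase, had the largest difference among the NAC magenta genes by their probesets with the highest mean, -0.19 (SE 0.06, adjusted p = 0.0605) between CIE Drinking and Air NonDrinking mice in 8 of 11 arrays, and did not pass. In the same comparison the magenta genes had log2 fold changes of 0.16 for Ing4, 0.04 for Ing3, -0.02 for the deacetylase gene Hdac1, 0.01 for the histone-binding Rbbp4, 0.00 for Rtn4, which encodes Nogo, 0.07 for the glial transcription factor gene Sox9 and -0.13 for the BMP receptor gene Bmpr1b. The tan genes had 0.10 for Hdac9, 0.19 for Zbtb16, a glucocorticoid-induced repressor, -0.02 for the growth factor gene Fgf9 and -0.05 for Igfbp3. Adjusted p for these 11 genes ran from 0.169 to 0.987. In Comparisons 1 and 4, 0 of 8 magenta and 0 of 4 tan genes passed by LIMMA, over all genes or over the list alone, and the tests of the lists gave adjusted p = 0.510 and 0.559 for magenta and 0.531 and 0.445 for tan. The tan list was higher in Air Drinking than in Air NonDrinking mice, Comparison 6 (median 0.08, adjusted p = 0.0410, adjusted p = 0.743 with an estimated correlation), with 0 called either way, and did not pass with all probesets of a gene averaged (adjusted p = 0.0731) or with quantile normalization applied again (adjusted p = 0.0519). Another probeset of Sox9 was called lower in Comparison 4, at -0.15. The mean pairwise r of the tan genes was 0.270 (percentile 95.1) and that of the magenta genes 0.0684 (percentile 82.9), or 0.430 (percentile 99.7) and 0.200 (percentile 99.8) with all probesets of a gene averaged. Their first principal components differed in Comparison 4 by -0.37 (permutation p = 0.621, adjusted p = 0.905) for magenta and 0.41 (permutation p = 0.421, adjusted p = 0.632) for tan, and the study chose the genes on these arrays.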

**Fig 8:**
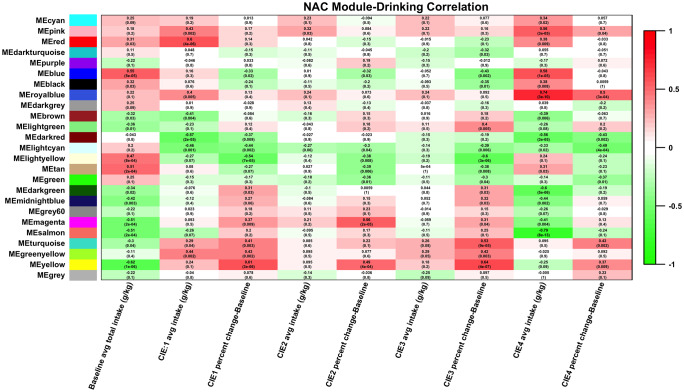
Heatmap of correlation between NAC modules and ethanol intake. Module eigengene (ME) values (1st principal component of gene expression) were correlated to ethanol intake measures. Cell color indicates strength of correlation (green = negative correlation, red = positive correlation).

#### Hippocampus

In the hippocampus, a noticeable pattern of module-intake correlation was also seen in after the 4^th^ cycle of CIE. In the green yellow, black, purple, and yellow modules significant correlations were seen with change in intake from baseline to CIE cycle 4. All of these modules showed significant overlap with GO categories related to synaptic transmission (black, purple and yellow) or neuron development (purple, green yellow, and yellow) (S1 Fig; S7 Table). The pink and magenta modules showed significant correlation to percent change in intake from baseline after CIE cycle 3 (pink module: r = 0.4, p-value = 0.009, magenta module: r = 0.42, p-value = 0.006). Significant correlations with intake in CIE cycle 1, and percent change from baseline intake were also seen in a few modules such as the yellow, cyan, and brown. Like the yellow module, the brown and magenta modules showed GO hits specifically for neuron development or synaptic transmission. GO analysis of the pink module showed many hits related to electron transport chain regulation, and cell motility. However, this module also showed significant overlap with two GO categories related to dendrite structure (GO:0043197, GO:0030425) (S7 Table). Genes from the pink module within these categories included *Ppp1r9a*, *Fbxo2*, and *Gria3*. 

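In the HPC, Gria3, an AMPA receptor subunit, had a log2 fold change of 0.14 (SE 0.05, adjusted p = 0.141) between CIE Drinking and Air Drinking mice in 10 of 12 arrays and 0.02 against Air NonDrinking mice. Ppp1r9a had -0.07 (SE 0.04, adjusted p = 0.237) and Fbxo2, a ubiquitin ligase subunit, 0.08 (SE 0.06, adjusted p = 0.490) against Air NonDrinking mice. By these probesets, which have the highest mean, none of the 3 genes passed by LIMMA in Comparisons 1 and 4, over all genes or over the list alone, and the list gave adjusted p = 0.364 and 0.879, the first of which was 0.0473 with all probesets of a gene averaged, when the list passed as higher at the preset correlation (adjusted p = 0.616 with an estimated correlation on the probesets with the highest mean). Other probesets were called higher in Comparisons 1 and 4 for Gria3 (0.42 and 0.47) and Ppp1r9a (0.26 and 0.35). Over the 42 HPC arrays these genes had a negative mean pairwise r of -0.342 (percentile 0.390), or -0.0656 (percentile 38.8) with all probesets of a gene averaged. Their first principal component differed by -0.98 (permutation p = 0.125, adjusted p = 0.679) in Comparison 4, or by 0.66, the other way, with all probesets of a gene averaged.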

*Ppp1r9a* correlated significantly with ethanol intake after CIE cycle 1 and percent change from baseline to CIE cycle 1; and *Fbxo2* and *Gria3* significantly correlated with percent change from baseline to CIE cycle 3 and CIE cycle 4 (S1 Fig).

#### Bed nucleus of the stria terminalis

Fewer compelling intake correlations were seen in the BNST compared to other brain-regions. However, the turquoise and black modules showed very strong correlations to intake after the first cycle of CIE (black module: r = 0.57, p-value = 4e-05 with ethanol intake, turquoise module: r = -0.55, p-value = 9e-05 with ethanol intake). Both of these modules showed multiple GO hits for synaptic transmission (S2 Fig; S8 Table). The black module also contained 4 gene ontology hits related to myelination (GO:0042552, GO:0008366, GO:0007272, GO: 0019911) (S8 Table). 

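Myelin and oligodendrocyte genes were higher as a fixed list in the BNST of CIE Drinking than of Air Drinking mice (median 0.10, adjusted p = 6.0e-05, adjusted p = 0.616 with an estimated correlation), with 0 of 23 called by LIMMA and 1 higher when adjusted over the list alone. Other markers of cell types moved in the same comparison, namely those of striatal projection neurons (median -0.76, adjusted p = 6.0e-05, adjusted p = 0.616 with an estimated correlation) and of endothelial cells and pericytes (median 0.08, adjusted p = 0.00535, adjusted p = 0.616 with an estimated correlation), so that a difference in the tissue sampled was not excluded. The 6 myelin genes that the authors list for the BNST black module had a mean pairwise r of 0.584 over 45 arrays (percentile 99.98 among random lists), or 0.567 with group means removed. Their list gave adjusted p = 0.107 in Comparison 1 and 0.968 in Comparison 4, with 0 called either way, and their first principal component differed by 1.37 (permutation p = 0.122, adjusted p = 0.245) and -0.34 (permutation p = 0.685, adjusted p = 0.685). The study chose these genes on the same arrays.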

Genes contained within these categories included some of the known myelin building blocks such as myelin basic protein (*Mbp*), myelin-associated oligodendrocyte basic protein (*Mobp*), galactose-3-O sulfotransferase 1 (*Gal3st1*), oligodendrocyte transcription factor (*Olig2*), and Cd9 (*Cd9*) [46, 47]. Although most of these genes correlated with ethanol intake after CIE cycle 1, and with percent change from baseline to CIE cycle 1 (S4 Table), very little change in mRNA expression, with any of the 6 comparisons examined, was seen in the BNST (S3 Table). 

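In Comparison 1 the BNST log2 fold changes of the myelin genes were 0.02 for Mbp, 0.05 for Mobp, 0.09 for Gal3st1, 0.13 for Olig2, 0.05 for Cd9 and 0.11 for Lgi4, with adjusted p from 0.255 to 0.674 and 8 to 10 of 12 CIE Drinking arrays above the Air Drinking mean. In Comparison 4 they lay between -0.07 for Cd9 and 0.02 for Mbp, with adjusted p from 0.684 to 0.989. LIMMA called 0 of these 6 genes in any comparison, with standard errors from 0.02 to 0.07 in Comparison 1.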

Compared to other brain-regions, the BNST also showed fewer modules with strong correlations to intake after CIE cycle 4. The red module is a notable exception, with a correlation coefficient of 0.55, and p-value of 7e-05 with change in drinking from baseline. This module also showed significant overlap with several GO categories for synaptic transmission (S8 Table). Similar to the myelin-related genes seen in the black module, however, most of the genes within these GO categories did not show significant differences in mRNA expression across treatment groups (S3 Table). 

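Of 21 synaptic genes of the BNST red module, each by its probeset with the highest mean, Trim9, a ubiquitin ligase of neurons, came nearest to passing, with -0.18 (SE 0.05, adjusted p = 0.0347) between CIE Drinking and Air Drinking mice in 11 of 12 arrays. Erc2, a protein of the active zone, had -0.36 (SE 0.12, adjusted p = 0.0635), and the largest log2 fold changes of these probesets in that comparison were -0.54 for Camk4, -0.31 for Camk2a, a kinase of synaptic plasticity, and 0.51 for the neuropeptide gene Cartpt, with adjusted p from 0.124 to 0.182. The glutamate receptor genes had 0.10 for Gria4, -0.18 for Grin2b, 0.13 for Grin3a and 0.16 for Grm2, with adjusted p from 0.188 to 0.365. Syt4, Mpdz, Ppt1, Eps8, Homer2, Pnoc, Gad2, Myo5a, Hrh1, Chrna3, Ntrk2 and Anks1b had log2 fold changes between -0.24 and 0.22, with adjusted p from 0.120 to 0.988. By these probesets all missed the LIMMA threshold in Comparisons 1 and 4, over all genes or over the list alone, and the list gave adjusted p = 0.721 and 0.932. Other probesets were called higher for Gad2 (0.66 and 0.69) and Ntrk2 (0.29 and 0.34). Their mean pairwise r was 0.126 (percentile 98.4), or 0.0688 (percentile 93.4) with all probesets of a gene averaged, and their first principal component differed by 2.53 (permutation p = 0.0647, adjusted p = 0.251) in Comparison 1. The study chose these genes on the same arrays.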

In spite of these relatively level gene expression patterns, certain genes in this module did show significant correlation with ethanol intake after CIE cycle 4 and percent change in drinking from baseline to CIE cycle 4 (S2 Fig). These genes included ionotropic glutamate receptor subunits: *Gria4*, *Grin2b* and *Grin3a*. Metabotropic glutamate receptor 2 (*Grm2*) also correlated significantly with ethanol drinking at CIE cycle 4 and percent change from baseline.

#### Central nucleus of the amygdala

Module-drinking correlations seen in the CeA were sporadic, with few noticeable trends for correlation to a specific drinking measure. The two strongest correlations observed were correlations between the blue module and percent change from baseline and CIE cycle 4, and the green module with intake with CIE cycle 4 (S4 Fig). Functionally, the blue module contained several genes related to ion-mediated synaptic transmission such as *Gria4*, *Grin2b*, *Grin1*, *Grid2*, *Kcnma1*, *Cacnb4*, and *Cacna1a* (S9 Table). 

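Kcnma1, the BK potassium channel gene, had a log2 fold change of 0.41 (SE 0.10, adjusted p = 0.0104) between CIE Drinking and CIE NonDrinking mice in 12 of 12 CeA arrays, and did not pass at 0.01. Between CIE Drinking and Air Drinking mice the values were -0.34 for the AMPA receptor subunit gene Gria4, 0.32 for the NMDA receptor subunit gene Grin2b, -0.15 for the calcium channel gene Cacnb4 and 0.01 for Cacna1a, with adjusted p from 0.178 to 0.965. Of the 7 genes that the paper names for this module, only 5 were analysed here. LIMMA called 0 of these 5 in Comparisons 1, 3 and 4, and 1 was higher in Comparison 3 when adjusted over the list alone. The list gave median 0.16, adjusted p = 0.0141 (adjusted p = 0.470 with an estimated correlation) in Comparison 3 and adjusted p = 0.376 and 0.966 in Comparisons 1 and 4. In CIE NonDrinking against Air NonDrinking mice, Comparison 2, it was lower (median -0.23, adjusted p = 0.0230, adjusted p = 0.737 with an estimated correlation), with 0 of 5 members above zero and 0 called either way, so that the rise in Comparison 3 is set against a group in which the list was low. At the preset correlation, pan-neuronal markers were also lower as a list in Comparison 2 in the CeA, and choroid plexus genes higher. Neither list passed with an estimated correlation (adjusted p = 0.737 for each). A difference in the tissue sampled was thus not excluded. The mean pairwise r over 43 CeA arrays was 0.345 (percentile 96.2), and the first principal component differed by -1.82 (permutation p = 0.0227, adjusted p = 0.0746) in Comparison 2, 1.48 (permutation p = 0.0249, adjusted p = 0.0746) in Comparison 3 and -0.34 (permutation p = 0.585, adjusted p = 0.585) in Comparison 4. The study chose these genes on the same arrays.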

The green module, however, showed many GO hits related to chromatin modification. Several of the genes in these categories were the same as those seen in the PFC turquoise module such as *Bcor*, *Smarcc1*, *Smarca5*, *Bptf* and *Ctcf*. Other known chromatin remodeling genes present in the CeA green module included *Smarca4*, *Ncor1*, *Rcor1*, and *Rbbp4*. All of these genes except *Bptf*, *Rcor1*, and *Rbbp4* strongly correlated with ethanol intake after CIE cycle 4 (S9 Table). This finding is, perhaps, not surprising considering the green module as a whole (as indicated by module eigengene) also significantly correlated to ethanol drinking during the final CIE cycle (S4 Fig).

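By the probeset with the highest mean of each gene, Ctcf had the largest difference among the CeA green chromatin genes, 0.38 (SE 0.09, adjusted p = 0.0122) between CIE Drinking and Air NonDrinking mice in 12 of 12 arrays, and did not pass at 0.01. The corepressor gene Bcor had -0.22 (SE 0.07, adjusted p = 0.0630) between CIE Drinking and CIE NonDrinking mice. Against Air NonDrinking mice the others had 0.10 for Smarcc1, 0.10 for Smarca5, 0.03 for Smarca4, the BRG1 ATPase, -0.02 for Bptf, -0.04 for Rcor1 and -0.02 for Rbbp4, with adjusted p from 0.419 to 0.874, and 1 Air NonDrinking array of Smarca4 at 10.1 stood apart from the nearest at 10.3. Of the 9 genes that the paper names for this module, only 8 were analysed here. By their probesets with the highest mean, 0 of these 8 passed by LIMMA in Comparisons 1 and 4. Adjusted over the list alone, 1 was higher in Comparison 4, and the list gave adjusted p = 0.820 in Comparison 1 and 0.0649 in Comparison 4. On the same probesets the list was higher in Air Drinking than in Air NonDrinking mice, Comparison 6 (median 0.05, adjusted p = 0.0410, adjusted p = 0.742 with an estimated correlation, 4.3e-04 with all probesets of a gene averaged), with 7 of 8 members above zero and 0 called either way. Other probesets of 4 of the genes were called higher in Comparison 4, with larger log2 fold changes, Bptf at 1.00, Smarcc1 at 0.86, Smarca5 at 0.69 and Rcor1 at 0.55, and another of Smarcc1 in Comparison 3 at 0.75. With all probesets of a gene averaged, the list passed in Comparison 1 (median 0.0874, adjusted p = 0.00437) and Comparison 4 (median 0.151, adjusted p = 2.0e-08). Averaged in this way, it also passed in Comparison 2, which holds no drinking mice (median 0.0723, adjusted p = 0.0109). The same held for Comparison 3 (median 0.0736, adjusted p = 0.00476). The call thus depends on the probesets taken and is not limited to comparisons with CIE Drinking mice. It also rests on the preset correlation, since on the probesets with the highest mean the list had adjusted p = 0.883 with an estimated correlation in Comparison 1 and 0.814 in Comparison 4, and averaged probesets were not tested in that way. Their mean pairwise r was 0.10 (percentile 85.5), or 0.353 (percentile 99.6) with all probesets of a gene averaged. Their first principal component differed by 0.54 (permutation p = 0.517, adjusted p = 0.621) in Comparison 4, which did not pass, or by 3.6 with all probesets of a gene averaged, which passed (adjusted p = 4.8e-05). The study chose these genes on the same arrays.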

## Discussion

Through a systems biology approach we have characterized the transcriptome level response to chronic intermittent ethanol by vapor chamber with and without 2-bottle choice drinking, and identified modules of co-expressed genes in 5 regions of the mesocorticolimbic system and extended amygdala. The CIE plus drinking model has been shown; both in this study and in previous ones, to increase ethanol consumption with each successive vapor chamber cycle (Fig 2) [19, 48].

Differential expression analysis with LIMMA showed that both CIE and drinking affect gene expression in the PFC. Through overlap analysis between all comparisons of all 4 treatment groups, our results further suggested that gene expression changes in the NAC and HPC are primarily regulated by CIE, whereas in the PFC, BSNT, and CeA an interaction effect between CIE and drinking is seen (Table 1; Fig 3). Differences across treatment categories might simply reflect a linear or non-linear response to the total amount of ethanol exposure. However, the nature of the CIE and drinking model also raises the possibility that withdrawal time influences gene expression differences between the 4 treatment groups. The drinking groups, at time of sacrifice, have been abstinent from ethanol for 22 hours, whereas the NonDrinking groups have been abstinent for roughly 8 days. Correlations seen between module eigengenes (MEs) and ethanol intake, particularly CIE cycle 4 (Fig 3), are likely related to gene expression changes during acute withdrawal and long-term withdrawal, indicating that repeated cycles of high-dose ethanol exposure has a long term effect, both on voluntary intake, and on brain gene expression.

Network analysis with WGCNA revealed specific patterns of correlated gene expression in each brain region used in this study. This network-centric approach also allowed us to correlate both individual genes and modules of co-expressed genes directly to ethanol drinking. The strongest correlations between gene co-expression modules and drinking were seen in the PFC and NAC. These results suggest that these brain regions may have the strongest influence on the increase in drinking seen with CIE (Fig 2). The influence of the prefrontal cortex on behaviors associated with alcohol use disorders such as increased ethanol consumption and uncontrolled intake have been associated with this brain region’s role in impulse control and compulsivity [49, 50]. The nucleus accumbens, however, has been hypothesized to impact ethanol drinking behavior due to its involvement in reward [51, 52]. Therefore, ethanol-responsive gene expression changes in areas of the brain that control impulsivity and reward are implicated by network analysis in the increase in drinking seen following repeated exposure to intoxicating levels of ethanol.

One particularly striking finding was that those modules most strongly correlated with drinking after CIE exposure were consistently overrepresented for genes involved in synaptic transmission and synaptic plasticity (S5–S9 Tables). This finding is not unexpected, as ethanol exposure has previously been shown to affect synaptic transmission, and synaptic architecture in several of the brain regions studied in these experiments [15, 23, 24, 53, 54]. These findings build on previous investigations into the molecular mechanisms of ethanol response in the brain, to suggest that the effect of repeated, prolonged ethanol exposure on synaptic transmission and synaptic architecture may have a direct influence on behavior both in animal models and human alcoholics. Specifically, correlated changes in expression of genes involved in synaptic remodeling in the mesocorticolimbic system and extended amygdala, in response to repeated cycles of CIE by vapor chamber, may underlie the observed increase in voluntary ethanol intake (Fig 2). In fact, recent research utilizing neuroimaging technologies have explored the effect of alcohol addiction on brain structure and function, and the relation to drinking behavior in humans [55, 56]. These studies have linked reduced grey matter volume in the medial PFC with increased risk of relapse in people with AUD [57]. SPECT and PET scanning have also shown correlations between decreased basal activity in the medial PFC during alcohol abstinence, as indicated by blood flow and glucose metabolism respectively, with poor AUD treatment outcome [58, 59]. Neuroimaging studies in mouse models are fewer; however, it is hypothesized based on previous comparative research, including those of the gene expression and behavioral response to ethanol [8, 24], that neuroplasticity changes in response to chronic ethanol exposure are highly conserved between species. Indeed, such a hypothesis has been employed in recent work using neuroimaging in rodent models to study the effect of ethanol exposure during gestation on fetal brain structure [60–62]. The results of our microarray analyses, therefore, may help shed light onto the molecular mechanisms underlying both the sustained increase in drinking observed with the CIE model, and, potentially, neuroadaptations observed in the brains of humans. Further study is needed to establish such mechanisms, and will be the topic of future research by this group.

Network analysis also identified modules in both the PFC and BNST enriched for myelin-related genes (Fig 6; S5 and S8 Tables). In the prefrontal cortex, the green module showed significant overlap with 3 GO categories related to myelination. Previous studies at our laboratory, as well as anatomical observations of the brains of human alcoholics, have suggested a role for myelination in the PFC in response to both acute and chronic ethanol exposure [13, 63–66]. Fewer studies have taken place on myelination in the BNST; however, our analyses identified the BNST black module as one with significant correlations to ethanol intake after the 1^st^ and 2^nd^ CIE cycles. Although the BNST is a lesser-studied brain region in the myelin field, this region has previously been associated with the negative reinforcing properties of alcohol [24, 67]. Our findings suggest that repeated exposures to intoxicating ethanol may also have an effect on myelination in other brain regions that have, up to this point, not been examined as often as other regions more commonly associated with ethanol related demyelination, and that changes in myelin gene expression may be another mechanism underlying increased drinking. Future avenues of study will involve examining the effect of CIE by vapor chamber on myelination in implicated brain regions, and on the effect of induced demyelination on voluntary ethanol intake with repeated exposures to prolonged levels of intoxicating ethanol.

Bioinformatic analysis also pointed to chromatin remodeling as a potential regulator of the transcriptomic response to CIE. The PFC turquoise module and CEA green module both contained genes involved in both DNA methylation [68] and members of known chromatin remodeling complexes [69–71]. *Smarcc1* has been associated with ethanol response in mouse whole brain meta-analyses [72], and *Smarca5* was found to be associated with alcohol response in network analysis of post-mortem brain tissue from human alcoholics [8]. Indeed, ethanol’s effects on epigenetic modifications to chromatin have been an area of intense study, both in humans and rodent models, during recent years [8, 73–75]. These included a study from Dr. Jennifer Wolstenholme at the Miles laboratory which found that chromatin modification genes correlated with individual variation in ethanol consumption in C57BL/6 mice [75]. Based on our findings in the other brain-regions studied, we hypothesize that this reflects the transcription level response in the brain to chronic ethanol exposure leading to downstream transcriptional regulation such as the observed changes in genes related to synaptic transmission, synaptic plasticity, and myelination.

In summary, differential gene expression and scale-free network analysis of microarray data after multiple cycles of CIE with and without intermittent access drinking has revealed brain region and treatment specific changes. Differential expression in the PFC, CEA, and BNST indicated an interaction effect between CIE and drinking; whereas in the NAC and HPC, the primary effect came from CIE. Analysis of drinking patterns across multiple cycles of CIE showed that both CIE and air control mice increase their drinking, however, mice exposed to CIE drink significantly more than control. These results are in line with previous studies [19], and indicate that the CIE paradigm consistently produces progressive, lasting increases in voluntary ethanol intake in response to chronic high dose ethanol exposure. Furthermore, we have used the capabilities of network analysis through WGCNA to attempt to bridge the gap between gene expression and behavior by identifying co-expressed networks of genes in each brain region, and then correlating those networks to ethanol drinking. This strategy revealed that the most highly drinking correlated modules were seen in the PFC and NAC. In both brain-regions, as well as those with fewer significant drinking correlations, those modules with the strongest correlations to drinking, particularly after the 4^th^ CIE cycle, were enriched for genes involved in synaptic transmission or synaptic plasticity. Modules from the PFC and BNST also indicated that changes in myelin gene expression also strongly correlate to changes in drinking. These results are of particular interest as previous studies from our group have observed significant changes in myelin gene expression with acute ethanol exposure [4] in mice and with chronic ethanol consumption in rhesus macaques [76]. Our results also suggest a role for chromatin remodeling, particularly in the PFC and CEA, in the gene expression response to chronic, prolonged ethanol exposure. Future studies will further explore the link between chromatin remodeling and altered synaptic transmission, possibly leading to structural changes in the brain, such as altered myelination. Such changes may be mechanistically important in the drinking behavior response to chronic intermittent ethanol exposure.

## Supporting information

S1 Fig Heatmap of correlation between HPC modules and ethanol intake. Eigengene values (1^st^ principal component of gene expression) were correlated to ethanol intake measures. Cell color indicates strength of correlation (green = negative correlation, red = positive correlation).
(TIFF) Click here for additional data file.

S2 Fig Heatmap of correlation between BNST modules and ethanol intake. Eigengene values (1^st^ principal component of gene expression) were correlated to ethanol intake measures. Cell color indicates strength of correlation (green = negative correlation, red = positive correlation).
(TIFF) Click here for additional data file.

S3 Fig GFAP expression in PFC. Comparison of *Gfap* expression (probeset 1440142_s_at) in Control Drinker vs. CIE Drinker groups in PFC. Y-axis reflects RMA expression values. *corrected p-value < 0.01.
(TIFF) Click here for additional data file.

S4 Fig Heatmap of correlation between CeA modules and ethanol intake. Eigengene values (1^st^ principal component of gene expression) were correlated to ethanol intake measures. Cell color indicates strength of correlation (green = negative correlation, red = positive correlation).
(TIFF) Click here for additional data file.

S1 Table Statistical results for drinking comparisons. Two-way repeated measures ANOVA comparing ethanol intake in g/kg between CIE and air control (ctrl). Significance: p-value ≤ 0.05.
(TIFF) Click here for additional data file.

S2 Table Detailed results of linear models for microarray analysis (LIMMA). Results include log-ratio (coefficients), t-statistics for each comparison with p-values, FDR adjusted p-values and RMA values for each probeset. Each brain region is presented in a separate table.
(XLSX) Click here for additional data file.

S3 Table Connectivity statistics of WGCNA modules for each brain-region. Connectivity measures, WGCNA module assignment, RMA values, log-ratios, and F-statistics from one-way ANOVA, module membership (gene expression correlation to module eigengene) and module membership p-values for all genes used for WGCNA.
(XLSX) Click here for additional data file.

S4 Table Gene-trait correlation statistics for all probesets to ethanol intake. Spearman rank correlation (GS) and p-values (p.GS) for all baseline (b1-b6) and CIE (t1-t4) drinking measures for all genes used in WGCNA, and Spearman rank correlation and p-values in parenthesis for all WGCNA modules (modules as a whole represented by 1^st^ principal component).
(XLSX) Click here for additional data file.

S5 Table Significant DAVID functional annotation for each WGCNA module in the PFC. Gene Ontology categories, overlapping genes and significance values are shown for all categories with uncorrected significance of p-value ≤ 0.05. Also shown are Revigo ordering statistics for the same GO categories.
(XLSX) Click here for additional data file.

S6 Table Significant DAVID functional annotation for each WGCNA module in the NAC. Gene Ontology categories, overlapping genes and significance values are shown for all categories with uncorrected significance of p-value ≤ 0.05.
(XLSX) Click here for additional data file.

S7 Table Significant DAVID functional annotation for each WGCNA module in the HPC. Gene Ontology categories, overlapping genes and significance values are shown for all categories with uncorrected significance of p-value ≤ 0.05. Also shown are Revigo ordering statistics for the same GO categories.
(XLSX) Click here for additional data file.

S8 Table Significant DAVID functional annotation for each WGCNA module in the BNST. Gene Ontology categories, overlapping genes and significance values are shown for all categories with uncorrected significance of p-value ≤ 0.05.
(XLSX) Click here for additional data file.

S9 Table Significant DAVID functional annotation for each WGCNA module in the CeA. Gene Ontology categories, overlapping genes and significance values are shown for all categories with uncorrected significance of p-value ≤ 0.05. Also shown are Revigo ordering statistics for the same GO categories.
(XLSX) Click here for additional data file.

S10 Table Topological overlap statistics and results of overlap analysis between WGCNA modules and LIMMA significant results. Topological overlap statistics include module topological overlap, resampled topological overlap, Z-score, p-value and FDR. Overlap results feature number of overlapping probesets, p-values, and Bonferroni corrected p-values.
(XLSX) Click here for additional data file.

S11 Table Module disruption results for all WGCNA modules. Module disruption results include module size in probesets, correlation of total connectivity between the CIE drinking group and the Air NonDrinking group (mod.cor.kME), mean correlation of total connectivity between all bootstrap networks (mean.boot.cor.kME), standard deviation of correlation of total connectivity between all bootstrap networks (sd.boot.cor.kME), Z-score of correlation of total connectivity between CIE drinking group vs. Air NonDrinking group and mean of bootstrap networks (Z_cor.kME), correlation of within module connectivity between the CIE drinking group and the Air NonDrinking group (mod.cor.kIM), mean correlation of within module connectivity between all bootstrap networks (mean.boot.cor.kIM), standard deviation of within module connectivity between all bootstrap networks (sd.boot.cor.kIM), Z-score of correlation of within module connectivity between CIE drinking group vs. Air NonDrinking group and mean of bootstrap networks (Z_cor.kIM).
(XLSX) Click here for additional data file.

## References

[1] WHO. Global Health Risks: Mortality and Burden of Disease Attributable to Selected Major Risks. 2009.

[2] WHO. Global Status Report on Alcohol and Health. 2014.

[3] SchmidtW, PophamRE. Heavy alcohol consumption and physical health problems: a review of the epidemiological evidence. Drug and alcohol dependence. 1975;1(1):27–50. Epub 1975/09/01. 10.1016/0376-8716(75)90005-8 .797560

[4] KernsRT, RavindranathanA, HassanS, CageMP, YorkT, SikelaJM, et al Ethanol-responsive brain region expression networks: implications for behavioral responses to acute ethanol in DBA/2J versus C57BL/6J mice. The Journal of neuroscience: the official journal of the Society for Neuroscience. 2005;25(9):2255–66. Epub 2005/03/05. 10.1523/jneurosci.4372-04.2005 .15745951PMC6726093

[5] LewohlJM, WangL, MilesMF, ZhangL, DoddPR, HarrisRA. Gene expression in human alcoholism: microarray analysis of frontal cortex. Alcoholism, clinical and experimental research. 2000;24(12):1873–82. Epub 2001/01/05. .11141048

[6] MayfieldRD, LewohlJM, DoddPR, HerlihyA, LiuJ, HarrisRA. Patterns of gene expression are altered in the frontal and motor cortices of human alcoholics. Journal of neurochemistry. 2002;81(4):802–13. Epub 2002/06/18. 10.1046/j.1471-4159.2002.00860.x .12065639

[7] MayfieldRD, LiuJ, RandallPK, LewohlJM, DoddPR, HarrisRA. Methods for the identification of differentially expressed genes in human post-mortem brain. Methods (San Diego, Calif). 2003;31(4):301–5. Epub 2003/11/05. 10.1016/s1046-2023(03)00159-2 .14597314

[8] PonomarevI, WangS, ZhangL, HarrisRA, MayfieldRD. Gene coexpression networks in human brain identify epigenetic modifications in alcohol dependence. The Journal of neuroscience: the official journal of the Society for Neuroscience. 2012;32(5):1884–97. Epub 2012/02/04. 10.1523/jneurosci.3136-11.2012 22302827PMC3564514

[9] SchadtEE, LambJ, YangX, ZhuJ, EdwardsS, GuhaThakurtaD, et al An integrative genomics approach to infer causal associations between gene expression and disease. Nature genetics. 2005;37(7):710–7. 10.1038/ng1589 15965475PMC2841396

[10] SchadtEE, MonksSA, DrakeTA, LusisAJ, CheN, ColinayoV, et al Genetics of gene expression surveyed in maize, mouse and man. Nature. 2003;422(6929):297–302. Epub 2003/03/21. 10.1038/nature01434 .12646919

[11] SmithML, LopezMF, ArcherKJ, WolenAR, BeckerHC, MilesMF. Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption. PloS one. 2016;11(1):e0146257 Epub 2016/01/06. 10.1371/journal.pone.0146257 .26730594PMC4701666

[12] WolenAR, MilesMF. Identifying gene networks underlying the neurobiology of ethanol and alcoholism. Alcohol research: current reviews. 2012;34(3):306–17. Epub 2012/11/09. .2313404610.35946/arcr.v34.3.05PMC3860407

[13] BhandariP, HillJS, FarrisSP, CostinB, MartinI, ChanCL, et al Chloride intracellular channels modulate acute ethanol behaviors in Drosophila, Caenorhabditis elegans and mice. Genes, brain, and behavior. 2012;11(4):387–97. Epub 2012/01/14. 10.1111/j.1601-183X.2012.00765.x 22239914PMC3527839

[14] FarrisSP, MilesMF. Fyn-dependent gene networks in acute ethanol sensitivity. PloS one. 2013;8(11):e82435 Epub 2013/12/07. 10.1371/journal.pone.0082435 24312422PMC3843713

[15] SpanagelR. Alcoholism: a systems approach from molecular physiology to addictive behavior. Physiological reviews. 2009;89(2):649–705. Epub 2009/04/04. 10.1152/physrev.00013.2008 .19342616

[16] TapocikJD, BarbierE, FlaniganM, SolomonM, PincusA, PillingA, et al microRNA-206 in Rat Medial Prefrontal Cortex Regulates BDNF Expression and Alcohol Drinking. The Journal of Neuroscience. 2014;34(13):4581–8. 10.1523/JNEUROSCI.0445-14.2014 24672003PMC3965783

[17] MelloNK, MendelsonJH. Drinking patterns during work-contingent and noncontingent alcohol acquisition. Psychosomatic medicine. 1972;34(2):139–64. Epub 1972/03/01. 10.1097/00006842-197203000-00007 .5017102

[18] Osterndorff-KahanekEA, BeckerHC, LopezMF, FarrisSP, TiwariGR, NunezYO, et al Chronic ethanol exposure produces time- and brain region-dependent changes in gene coexpression networks. PloS one. 2015;10(3):e0121522 Epub 2015/03/25. 10.1371/journal.pone.0121522 .25803291PMC4372440

[19] LopezMF, BeckerHC. Effect of pattern and number of chronic ethanol exposures on subsequent voluntary ethanol intake in C57BL/6J mice. Psychopharmacology. 2005;181(4):688–96. Epub 2005/07/08. 10.1007/s00213-005-0026-3 .16001125

[20] KroenerS, MulhollandPJ, NewNN, GassJT, BeckerHC, ChandlerLJ. Chronic alcohol exposure alters behavioral and synaptic plasticity of the rodent prefrontal cortex. PloS one. 2012;7(5):e37541 Epub 2012/06/06. 10.1371/journal.pone.0037541 22666364PMC3364267

[21] MelendezRI, McGintyJF, KalivasPW, BeckerHC. Brain region-specific gene expression changes after chronic intermittent ethanol exposure and early withdrawal in C57BL/6J mice. Addiction biology. 2012;17(2):351–64. Epub 2011/08/05. 10.1111/j.1369-1600.2011.00357.x .21812870PMC4153606

[22] ZhangB, HorvathS. A general framework for weighted gene co-expression network analysis. Statistical applications in genetics and molecular biology. 2005;4:Article17. Epub 2006/05/02. 10.2202/1544-6115.1128 .16646834

[23] KoobGF, Le MoalM. Drug addiction, dysregulation of reward, and allostasis. Neuropsychopharmacology: official publication of the American College of Neuropsychopharmacology. 2001;24(2):97–129. Epub 2000/12/20. 10.1016/s0893-133x(00)00195-0 .11120394

[24] KoobGF, VolkowND. Neurocircuitry of addiction. Neuropsychopharmacology: official publication of the American College of Neuropsychopharmacology. 2010;35(1):217–38. Epub 2009/08/28. 10.1038/npp.2009.110 19710631PMC2805560

[25] GoldsteinDB. Relationship of alcohol dose to intensity of withdrawal signs in mice. The Journal of pharmacology and experimental therapeutics. 1972;180(2):203–15. Epub 1972/02/01. .5062297

[26] GautierL, CopeL, BolstadBM, IrizarryRA. affy—analysis of Affymetrix GeneChip data at the probe level. Bioinformatics (Oxford, England). 2004;20(3):307–15. Epub 2004/02/13. 10.1093/bioinformatics/btg405 .14960456

[27] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, ScherfU, et al Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics (Oxford, England). 2003;4(2):249–64. Epub 2003/08/20. 10.1093/biostatistics/4.2.249 .12925520

[28] JohnsonWE, LiC, RabinovicA. Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics (Oxford, England). 2007;8(1):118–27. Epub 2006/04/25. 10.1093/biostatistics/kxj037 .16632515

[29] SmythGK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Statistical applications in genetics and molecular biology. 2004;3:Article3. Epub 2006/05/02. 10.2202/1544-6115.1027 .16646809

[30] BenjaminiY, HochbergY. Controlling the False Discovery Rate—a Practical and Powerful Approach to Multiple Testing. J Roy Stat Soc B Met. 1995;57(1):289–300.

[31] LangfelderP, ZhangB, HorvathS. Defining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for R. Bioinformatics (Oxford, England). 2008;24(5):719–20. Epub 2007/11/21. 10.1093/bioinformatics/btm563 .18024473

[32] IancuOD, KawaneS, BottomlyD, SearlesR, HitzemannR, McWeeneyS. Utilizing RNA-Seq data for de novo coexpression network inference. Bioinformatics (Oxford, England). 2012;28(12):1592–7. Epub 2012/05/05. 10.1093/bioinformatics/bts245 .22556371PMC3493127

[33] LangfelderP, HorvathS. Eigengene networks for studying the relationships between co-expression modules. BMC systems biology. 2007;1:54 Epub 2007/11/23. 10.1186/1752-0509-1-54 18031580PMC2267703

[34] SpearmanC. The Proof and Measurement of Association between Two Things. The American Journal of Psychology. 1904;15(1):72–101. 10.2307/14121593322052

[35] IancuOD, OberbeckD, DarakjianP, KawaneS, ErkJ, McWeeneyS, et al Differential network analysis reveals genetic effects on catalepsy modules. PloS one. 2013;8(3):e58951 Epub 2013/04/05. 10.1371/journal.pone.0058951 .23555609PMC3605410

[36] LangfelderP, LuoR, OldhamMC, HorvathS. Is my network module preserved and reproducible? PLoS computational biology. 2011;7(1):e1001057 Epub 2011/02/02. 10.1371/journal.pcbi.1001057 .21283776PMC3024255

[37] Huang daW, ShermanBT, LempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature protocols. 2009;4(1):44–57. Epub 2009/01/10. 10.1038/nprot.2008.211 .19131956

[38] CahoyJD, EmeryB, KaushalA, FooLC, ZamanianJL, ChristophersonKS, et al A transcriptome database for astrocytes, neurons, and oligodendrocytes: a new resource for understanding brain development and function. The Journal of neuroscience: the official journal of the Society for Neuroscience. 2008;28(1):264–78. Epub 2008/01/04. 10.1523/jneurosci.4178-07.2008 .18171944PMC6671143

[39] MillerJA, WoltjerRL, GoodenbourJM, HorvathS, GeschwindDH. Genes and pathways underlying regional and cell type changes in Alzheimer's disease. Genome medicine. 2013;5(5):48 Epub 2013/05/28. 10.1186/gm452 .23705665PMC3706780

[40] Papamichos-ChronakisM, PetersonCL. Chromatin and the genome integrity network. Nature reviews Genetics. 2013;14(1):62–75. 10.1038/nrg3345 23247436PMC3731064

[41] RobertsonKD, UzvolgyiE, LiangG, TalmadgeC, SumegiJ, GonzalesFA, et al The human DNA methyltransferases (DNMTs) 1, 3a and 3b: coordinate mRNA expression in normal tissues and overexpression in tumors. Nucleic Acids Research. 1999;27(11):2291–8.1032541610.1093/nar/27.11.2291PMC148793

[42] SchneiderA, ChatterjeeS, BousigesO, SelviBR, SwaminathanA, CasselR, et al Acetyltransferases (HATs) as Targets for Neurological Therapeutics. Neurotherapeutics. 2013;10(4):568–88. 10.1007/s13311-013-0204-7 24006237PMC3805875

[43] SimonJA, KingstonRE. Occupying chromatin: Polycomb mechanisms for getting to genomic targets, stopping transcriptional traffic, and staying put. Molecular cell. 2013;49(5):808–24. 10.1016/j.molcel.2013.02.013 23473600PMC3628831

[44] WolfsonNA, PitcairnCA, FierkeCA. HDAC8 Substrates: Histones and Beyond. Biopolymers. 2013;99(2):112–26. 10.1002/bip.22135 23175386PMC3507420

[45] YoderJA, SomanNS, VerdineGL, BestorTH. DNA (cytosine-5)-methyltransferases in mouse cells and tissues. studies with a mechanism-based probe1. Journal of Molecular Biology. 1997;270(3):385–95. 10.1006/jmbi.1997.1125.9237905

[46] KaushanskyN, EisensteinM, Zilkha-FalbR, Ben-NunA. The myelin-associated oligodendrocytic basic protein (MOBP) as a relevant primary target autoantigen in multiple sclerosis. Autoimmunity Reviews. 2010;9(4):233–6. 10.1016/j.autrev.2009.08.002.19683076

[47] NakamuraY, IwamotoR, MekadaE. Expression and distribution of CD9 in myelin of the central and peripheral nervous systems. The American Journal of Pathology. 1996;149(2):575–83.8701996PMC1865320

[48] BeckerHC, LopezMF. Increased ethanol drinking after repeated chronic ethanol exposure and withdrawal experience in C57BL/6 mice. Alcoholism, clinical and experimental research. 2004;28(12):1829–38. Epub 2004/12/21. 10.1097/01.alc.0000149977.95306.3a .15608599

[49] AbernathyK, ChandlerLJ, WoodwardJJ. ALCOHOL AND THE PREFRONTAL CORTEX. International review of neurobiology. 2010;91:289–320. 10.1016/S0074-7742(10)91009-X 20813246PMC3593065

[50] WeitlaufC, WoodwardJJ. Ethanol selectively attenuates NMDAR-mediated synaptic transmission in the prefrontal cortex. Alcoholism, clinical and experimental research. 2008;32(4):690–8. Epub 2008/03/18. 10.1111/j.1530-0277.2008.00625.x 18341645PMC3587142

[51] EngelJA, JerlhagE. Chapter 9—Alcohol: mechanisms along the mesolimbic dopamine system In: Marco DianaGDC, PierfrancoS, editors. Progress in Brain Research. Volume 211: Elsevier; 2014 p. 201–33.10.1016/B978-0-444-63425-2.00009-X24968782

[52] KoobGF, SannaPP, BloomFE. Neuroscience of Addiction. Neuron. 1998;21(3):467–76. 10.1016/S0896-6273(00)80557-7.9768834

[53] BolanosCA, NestlerEJ. Neurotrophic mechanisms in drug addiction. Neuromolecular medicine. 2004;5(1):69–83. Epub 2004/03/06. 10.1385/nmm:5:1:069 .15001814

[54] RussoSJ, Mazei-RobisonMS, AblesJL, NestlerEJ. Neurotrophic factors and structural plasticity in addiction. Neuropharmacology. 2009;56 Suppl 1:73–82. Epub 2008/07/24. 10.1016/j.neuropharm.2008.06.059 18647613PMC2635335

[55] FeinG, CardenasVA. Neuroplasticity in Human Alcoholism: Studies of Extended Abstinence with Potential Treatment Implications. Alcohol research: current reviews. 2015;37(1):125–41. .2625909310.35946/arcr.v37.1.09PMC4476599

[56] SeoD, SinhaR. Neuroplasticity and Predictors of Alcohol Recovery. Alcohol research: current reviews. 2015;37(1):143–52. .2625909410.35946/arcr.v37.1.10PMC4476600

[57] DurazzoTC, TosunD, BuckleyS, GazdzinskiS, MonA, FryerSL, et al Cortical thickness, surface area, and volume of the brain reward system in alcohol dependence: relationships to relapse and extended abstinence. Alcoholism, clinical and experimental research. 2011;35(6):1187–200. 10.1111/j.1530-0277.2011.01452.x .21410483PMC3097308

[58] GrusserSM, WraseJ, KleinS, HermannD, SmolkaMN, RufM, et al Cue-induced activation of the striatum and medial prefrontal cortex is associated with subsequent relapse in abstinent alcoholics. Psychopharmacology. 2004;175(3):296–302. Epub 2004/05/06. 10.1007/s00213-004-1828-4 .15127179

[59] NoelX, SferrazzaR, Van Der LindenM, PaternotJ, VerhasM, HanakC, et al Contribution of frontal cerebral blood flow measured by (99m)Tc-Bicisate spect and executive function deficits to predicting treatment outcome in alcohol-dependent patients. Alcohol and alcoholism. 2002;37(4):347–54. 10.1093/alcalc/37.4.347 .12107037

[60] O'Leary-MooreSK, ParnellSE, LipinskiRJ, SulikKK. Magnetic resonance-based imaging in animal models of fetal alcohol spectrum disorder. Neuropsychology review. 2011;21(2):167–85. 10.1007/s11065-011-9164-z .21445552PMC3445286

[61] ParnellSE, HollowayHT, O'Leary-MooreSK, DehartDB, PaniaquaB, OguzI, et al Magnetic resonance microscopy-based analyses of the neuroanatomical effects of gestational day 9 ethanol exposure in mice. Neurotoxicology and teratology. 2013;39:77–83. 10.1016/j.ntt.2013.07.009 .23911654PMC3795920

[62] WangX, KroenkeCD. Utilization of Magnetic Resonance Imaging in Research Involving Animal Models of Fetal Alcohol Spectrum Disorders. Alcohol research: current reviews. 2015;37(1):39–51. .2625908810.35946/arcr.v37.1.04PMC4476603

[63] MontesinosJ, Alfonso-LoechesS, GuerriC. Impact of the Innate Immune Response in the Actions of Ethanol on the Central Nervous System. Alcoholism, clinical and experimental research. 2016 Epub 2016/09/22. 10.1111/acer.13208 .27650785

[64] NavarroAI, MandyamCD. Protracted abstinence from chronic ethanol exposure alters the structure of neurons and expression of oligodendrocytes and myelin in the medial prefrontal cortex. Neuroscience. 2015;293:35–44. Epub 2015/03/04. 10.1016/j.neuroscience.2015.02.043 25732140PMC4385447

[65] SamantarayS, KnaryanVH, PatelKS, MulhollandPJ, BeckerHC, BanikNL. Chronic intermittent ethanol induced axon and myelin degeneration is attenuated by calpain inhibition. Brain research. 2015;1622:7–21. 10.1016/j.brainres.2015.06.014 26100335PMC4562802

[66] VargasWM, BengstonL, GilpinNW, WhitcombBW, RichardsonHN. Alcohol binge drinking during adolescence or dependence during adulthood reduces prefrontal myelin in male rats. The Journal of neuroscience: the official journal of the Society for Neuroscience. 2014;34(44):14777–82. Epub 2014/10/31. 10.1523/jneurosci.3189-13.2014 25355229PMC4212071

[67] AverySN, ClaussJA, BlackfordJU. The Human BNST: Functional Role in Anxiety and Addiction. Neuropsychopharmacology: official publication of the American College of Neuropsychopharmacology. 2016;41(1):126–41. 10.1038/npp.2015.185 .26105138PMC4677124

[68] JeltschA, JurkowskaRZ. New concepts in DNA methylation. Trends in Biochemical Sciences. 2014;39(7):310–8. 10.1016/j.tibs.2014.05.002.24947342

[69] AiharaT, MiyoshiY, KoyamaK, SuzukiM, TakahashiE, MondenM, et al Cloning and mapping of SMARCA5 encoding hSNF2H, a novel human homologue of Drosophila ISWI. Cytogenetics and cell genetics. 1998;81(3–4):191–3. Epub 1998/09/08. 10.1159/000015027 .9730600

[70] LeRoyG, LoyolaA, LaneWS, ReinbergD. Purification and characterization of a human factor that assembles and remodels chromatin. The Journal of biological chemistry. 2000;275(20):14787–90. Epub 2000/04/05. 10.1074/jbc.C000093200 .10747848

[71] WangW, XueY, ZhouS, KuoA, CairnsBR, CrabtreeGR. Diversity and specialization of mammalian SWI/SNF complexes. Genes & development. 1996;10(17):2117–30. Epub 1996/09/01. 10.1101/gad.10.17.2117 .8804307

[72] MulliganMK, PonomarevI, HitzemannRJ, BelknapJK, TabakoffB, HarrisRA, et al Toward understanding the genetics of alcohol drinking through transcriptome meta-analysis. Proceedings of the National Academy of Sciences of the United States of America. 2006;103(16):6368–73. Epub 2006/04/19. 10.1073/pnas.0510188103 16618939PMC1458884

[73] KrishnanHR, SakharkarAJ, TeppenTL, BerkelTDM, PandeySC. Chapter Three—The Epigenetic Landscape of Alcoholism In: SubhashCP, editor. International Review of Neurobiology. Volume 115: Academic Press; 2014 p. 75–116.10.1016/B978-0-12-801311-3.00003-2PMC433782825131543

[74] KyzarEJ, FloreaniC, TeppenTL, PandeySC. Adolescent Alcohol Exposure: Burden of Epigenetic Reprogramming, Synaptic Remodeling, and Adult Psychopathology. Frontiers in neuroscience. 2016;10:222 Epub 2016/06/16. 10.3389/fnins.2016.00222 .27303256PMC4885838

[75] WolstenholmeJT, WarnerJA, CapparucciniMI, ArcherKJ, SheltonKL, MilesMF. Genomic analysis of individual differences in ethanol drinking: evidence for non-genetic factors in C57BL/6 mice. PloS one. 2011;6(6):e21100 Epub 2011/06/24. 10.1371/journal.pone.0021100 .21698166PMC3116881

[76] BogenpohlJW, SmithML, FarrisSP, DumurCI, LopezMF, BeckerHC, et al Cross-Species Co-analysis of Prefrontal Cortex Chronic Ethanol Transcriptome Responses in Mice and Monkeys. Front Mol Neurosci. 2019;12:197 Epub 2019/08/29. 10.3389/fnmol.2019.00197 .31456662PMC6701453

How the deposited data were processed for this re-analysis (not part of the article)

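Gene expression in the PFC, NAC, HPC, BNST and CeA of mice exposed to ethanol vapor or air, with or without access to drinking, was measured on Affymetrix mouse expression arrays, 1 array for each region of a mouse. The log2 values were taken as deposited by the authors, who had background-corrected and summarized the probes by RMA, normalized each region by quantiles and removed effects of hybridization batch with ComBat. The values of all arrays were checked to lie on the log2 scale, to have nearly equal quantiles within a region and to differ in level between regions, so that regions were never pooled without a mean of their own. Region, vapor, drinking and mouse number were read from the labels of the samples, and the 51 mouse numbers, more in all than the paper's 12 mice per group give, each stood in 1 treatment group and were taken as mice from the labels alone. No array was left out, and no control probesets were among the values. Background was not used separately here, so that the signal of a probeset was judged by its mean in the region, and the number of arrays, 8 to 12 in a group, sets the precision of a log2 fold change, which is given as its standard error.

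Differences between groups were tested with limma 3.58.1 in R 4.3.3 on all probesets of a region, with 1 mean per group, empirical Bayes variances with default settings and Benjamini-Hochberg adjustment within a region and comparison, at an adjusted p of 0.01. Vapor, drinking and their interaction were fitted with sum-to-zero coding, and differences between any groups were tested with the moderated F statistic. Differences between the PFC and another region in the response to treatment were tested in a fit of all 5 regions with 1 mean for each region and group, and with the mouse number as a random block through duplicateCorrelation (statmod 1.5.0), where arrays of the same number and group were paired as 1 mouse. Overlaps were set against 20 simulated sets of unchanged groups that share arrays, and against 20 random divisions of the CIE Drinking arrays, so that no array served both comparisons. The limma fit was tested on simulated data, in which 97 of 100 probesets with a log2 change of 0.5 were found with the PFC groups and 80 with those of the CeA, beside 1 and 0 false calls. Regroupings of the real arrays called up to 4346 probesets in Comparison 1 in the BNST and 3518 for vapor in the HPC. The simulated false calls are thus no bound for the real arrays.

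Gene lists were tested with camera at a preset correlation of 0.01, on the probeset of each gene with the highest mean, at an adjusted p of 0.05 over 95 tests of a comparison, or 108 with the lists of the authors' modules, and again with camera at an estimated correlation and with fry. The 19 general lists cover cell types, receptors, chromatin, ribosomes, respiration, immediate early, glucocorticoid-responsive and clock genes, stress responses, inflammation, cholesterol and neuropeptides, and were drawn up before the data were examined. The 13 module lists hold genes that the paper names, which the study chose on these samples. List genes without a probeset of their own symbol were not analysed here. Named genes follow a rule set at the same time: every gene the paper names for a module in its region, the 10 largest rises and 10 largest falls past the threshold in Comparison 4 of a region and in Comparison 1 of the PFC, the 3 largest of each in other comparisons with calls, and in each list described the 2 to 4 members with the smallest adjusted p. Members of a list were named only where limma called them, which is narrower than the rule, and the values in S3 Table and the figures had been seen before the rule was set.

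The mean pairwise correlation of module genes was ranked among 10000 random lists of the same size and similar expression, and first principal components were compared between groups by 100000 permutations. Connectivity was computed on 3000 probesets drawn from the union of the F-test, with the power 6, or 8 in the PFC, and compared with 100 random divisions of the arrays. Correlations, permutations of module sizes and figures used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Alternatives were a filter on dim probesets, only the groups compared in the fit, a trend and robust variances, array quality weights, renewed quantile normalization, the mouse block, an estimated correlation, the mean of all probesets of a gene, Spearman correlation, group means removed, the power 1 and an adjusted p of 0.05 for overlaps. Renewed quantile normalization of the list tests and an adjusted p of 0.05 for the F-test were added after values had been seen. Calls of the other probesets of list members were also read out after values had been seen. A covariate for RNA quality could not be formed without control probesets, hybridization batches are not given with the samples, and intake of single mice was not among the values. Modules were not rebuilt, since WGCNA was not installed, so that eigengenes, module membership and their correlations with intake were left out.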

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

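The comparison with other probesets of the same genes, the regroupings of whole mice and the regroupings behind the interaction count were tests chosen only after the results were seen.

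The PFC responded to vapor with drinking in a way that differed from every other region by a LIMMA test of the difference itself. In Comparison 4, 80 probesets responded differently in the PFC and the NAC (5 higher and 75 lower in the PFC), 1439 in the PFC and the HPC (713 and 726), 261 in the PFC and the BNST (91 and 170) and 984 in the PFC and the CeA (416 and 568). In Comparison 1 the counts were 343 for the NAC, 954 for the HPC, 1023 for the BNST and 1873 for the CeA. With the mouse number as a block, at a consensus correlation of only 0.0163, the lowest and highest of these counts were 108 and 1994. Chance was excluded for 7 of the 8 counts, which were reached by 1 of 100 regroupings of the arrays, the real one, with highest other counts in Comparison 4 of 43 for the NAC, 11 for the HPC and 1 for the BNST, and in Comparison 1 of 9 for the NAC, 2 for the HPC, 36 for the BNST and 1457 for the CeA. For the CeA in Comparison 4 it was not by these, since 5 of 100 regroupings gave as many and the highest other gave 2670. Regroupings of whole mice gave up to 2935 for the CeA and 488 for the NAC in Comparison 4, several times the real counts, which points to a structure among the mice whose source was not tested. As many as the real counts were reached by 3 and 2 of 100 of these regroupings, fewer than 5, so that for the CeA in Comparison 4 the regroupings of arrays and of mice disagree and chance stays open. The paper states that each region was processed and normalized separately. The median of array medians was 6.11 in the PFC, against 6.85 in the CeA to 7.04 in the NAC. A difference in measurement between regions was thus not excluded for any of these counts, and the regroupings do not test it.

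In the PFC, Cbln2, Cbln4 and Neurod1 were among 1315 probesets whose response to vapor differed between drinking and non-drinking mice, a test for which the paper gives no count. Chance was excluded for this count, with 0 as the highest count of other regroupings. The regroupings do not test a difference in the tissue dissected. In Comparison 1, which enters the interaction, lists of striatal projection neurons (median 0.42), myelin (0.28) and choroid plexus (0.14) were higher in the PFC. These lists passed at the preset correlation only. A difference in the tissue dissected was thus not excluded for the interaction or for Cbln2, Cbln4 and Neurod1.

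Single arrays stood apart in groups of 8 Air NonDrinking mice, namely for Dlgap2 (8.89, nearest 8.47), 9630013A20Rik (5.76, nearest 6.18) and Rassf3 (8.88, nearest 8.67) in the HPC and for Smarca4 (10.1, nearest 10.3) in the CeA. They were 4 of 100 groups of values tested for a far value, and chance marks about 1 in 20 such groups.

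Between CIE Drinking and Air NonDrinking mice, 196 probesets of 156 genes were higher in the NAC, HPC, BNST and CeA alike, among them Prrc2c, Atrx, Apc and Zbtb7a, the first 3 named after their values were seen. The paper does not report this set, of which 1 probeset was also called in the PFC, where 140 were higher by sign and the median log2 fold change was 0.08. The quantile normalization of the authors and a response of the genes cannot be told apart as its source, because the values had been normalized already. Applied again, that step moved array medians by at most 0.0496 and lowered the share of higher probesets in Comparison 4 of a region by at most 8.01 percentage points, which decides nothing, so that the bound set for this test was wrong. The other probesets of their genes changed by a median of -0.01 to 0.03 in the 4 regions, against 0.52 to 0.65 for the 162 probesets of the set that have such others. In a wider set, 456 to 683 probesets per region that were called higher in at least 2 of the other 3 regions, the ratio of the medians lay between -0.0331 and 0.0666, with a mean of 0.00403, so that a signal of single probesets rather than of whole transcripts is a candidate explanation. Within groups, the mean of these probesets in one region rose with that in another region of the same mouse (mean r 0.636 over 6 pairs of regions, r from 0.555 to 0.711, rho from 0.404 to 0.640, permutation p from 1e-05, the smallest possible, to 3.0e-04, adjusted p over the 6 relations up to 3.0e-04, mean r 0.608 without the 2 farthest mice). The same probesets also varied together among arrays of one group, with a mean pairwise r of at least 0.561 in each region, so that a state of each mouse shared by its regions may add to the rises. Whether that state comes from ethanol, from handling or from a hybridization batch, which the labels do not give, was not tested.

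Myelin and oligodendrocyte genes, among them Cd9, Olig2 and Lgi4, were higher in the PFC of CIE Drinking than of Air Drinking mice (median 0.28, adjusted p = 4.8e-10, adjusted p = 0.616 with an estimated correlation). The study also chose Cd9, Olig2 and Lgi4 on these arrays for its green module, so the list is not independent of that choice. A few arrays are argued against as the source, since without the 2 farthest arrays of each group 0.963 of the median change of the list remained, although 0 members then passed by LIMMA, with fewer arrays, instead of 3. Within groups the mean of the list fell as that of pan-neuronal markers rose (r = -0.660), so that more white matter in the dissected tissue of CIE Drinking mice is a candidate explanation. Other markers of cell types were higher in the same comparison, those of striatal projection neurons (median 0.42, adjusted p = 0.0400, adjusted p = 0.686 with an estimated correlation), the choroid plexus (median 0.14, adjusted p = 0.0114, adjusted p = 0.616 with an estimated correlation) and microglia (median 0.10, adjusted p = 0.00371, adjusted p = 0.616 with an estimated correlation), which leaves a wider difference in the tissue dissected open as well. An effect of vapor on oligodendrocytes in drinking mice stays open too, since the share of white matter was not measured. Against Air NonDrinking mice the median of the list was 0.09 (adjusted p = 0.0392, adjusted p = 0.975 with an estimated correlation), with 0 of 23 called. At the preset correlation the list was lower in Air Drinking than in Air NonDrinking mice. The rise over Air Drinking mice is thus set against a group in which the list was low.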

How the results depend on the processing

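The F-test at an adjusted p of 0.05 and the list tests after renewed quantile normalization were the tests chosen only after the results were seen.

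In the PFC, NAC, HPC, BNST and CeA, most single genes and lists kept their direction and their side of the threshold, except with an estimated correlation. Among single genes and lists, 284 of 294 kept both with a trend and robust variances, 229 of 235 with dim probesets left out, 267 of 294 with array quality weights, 354 of 386 with quantile normalization applied again, 225 of 282 with only the 2 groups compared, 68 of 92 with the mean of all probesets of a gene and 40 of 92 with an estimated correlation. Among counts and other group results these numbers were 49 of 51, 41 of 59, 19 of 51, 50 of 53, 16 of 31, 12 of 16 and none of 2. First components were compared in another way only with the mean of all probesets, where 17 of 26 kept both. The mouse number as a block kept 8 of 8 region difference counts, the power 1 kept 5 of 5 connectivity results, Spearman correlation 13 of 14 and removal of group means 13 of 18. The block used 1 consensus correlation for all probesets, 0.0163, so that its fit was close to the one without it and is a weak check. Where no cause is named below, the cause was not tested.

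With array quality weights the counts of probesets, with the comparison in brackets, were PFC 3189 (1), 2451 (3), 523 (4), 1498 (5) and 1100 (6), NAC 520 (1), 55 (3) and 2385 (4), HPC 1108 (1), 83 (3) and 2991 (4), BNST 5029 (1), 440 (3) and 1346 (4), CeA 347 (1) and 1 (2). Those of the terms were PFC 841 (vapor), 1260 (drinking) and 2607 (interaction), NAC 708 (vapor) and 245 (drinking), HPC 1382 (vapor) and 53 (drinking), BNST 461 (vapor), 0 (drinking) and 3168 (interaction), CeA 92 (vapor) and 8 (interaction), and those of the F-test 5573 in the PFC, 1584 in the NAC, 1840 in the HPC and 3126 in the BNST. The changes of Smarcc1 (-0.00545 in Comparison 4, PFC), Rpl12 (-0.00196 in Comparison 1, NAC), Rtn4 (0.00635 in Comparison 4, NAC), Syt4 (0.0174 in Comparison 1, BNST), Hrh1 (0.0656 in Comparison 1, BNST), Rcor1 (0.0223 in Comparison 4, CeA), Cacna1a (-0.0212 in Comparison 1, CeA) and Bptf (0.00144 in Comparison 4, CeA) reversed, none of which had passed the test.

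With dim probesets left out, when fewer probesets are tested, the counts were PFC 489 (4), NAC 0 (3), 807 (4) and 0 (5), HPC 0 (3), BNST 323 (4), CeA 30 (1), 380 (3) and 418 (4). The terms gave NAC 0 (drinking), HPC 2 (drinking), BNST 16 (vapor) and 0 (drinking), CeA 239 (drinking), the F-test 436 in the NAC and 374 in the CeA, and the difference in response from the PFC 32 in the NAC (Comparison 4) and 155 in the BNST (Comparison 4). Of the calls of Comparison 3, 4 of 9 in the NAC and 13 of 37 in the HPC lay above the limit and none of these passed then, whereas 116 of 116 in the BNST and 375 of 376 in the CeA did. With a trend and robust variances the NAC gave 17 in Comparison 3 and the BNST 2 for drinking. With only the 2 groups compared, when fewer arrays estimate the variance, the counts were PFC 1341 (1), 71 (2), 76 (4) and 177 (6), NAC 0 (1), 46 (2), 76 (3) and 0 (5), HPC 0 (1), 3 (2) and 704 (3), BNST 48 (1), 305 (3) and 901 (4), CeA 11 (1).

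With quantile normalization applied again the NAC gave 18 probesets in Comparison 3, the BNST 0 for drinking, and 7 lists passed in Comparison 4. The changes of Smarcc1 (-0.00516 in Comparison 4, PFC), Htt (-0.0194 in Comparison 4, PFC), Dnmt3b (0.0117 in Comparison 4, PFC), Rpl37a (-0.00295 in Comparison 1, NAC) and Rbbp4 (-0.0124 in Comparison 4, NAC) and the medians of neuropeptides (0.0106 in Comparison 1, PFC), ribosomal proteins (-0.00488 in Comparison 4, NAC), NAC magenta (-0.0184 in Comparison 4) and oxidative phosphorylation (-0.000614 in Comparison 1, HPC) reversed, and none of these genes had passed. With an estimated correlation 0 lists passed in Comparisons 1 and 4, so that the list calls rest on the preset correlation.

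With all probesets of a gene averaged, the medians of astrocytes (-0.0266 in Comparison 1, PFC), PFC turquoise (-0.0162 in Comparison 1), PFC magenta (-0.00743 in Comparison 1), PFC turquoise chromatin (-0.00967 in Comparison 1), PFC turquoise (-0.0113 in Comparison 4), NAC magenta (-0.0252 in Comparison 4), chromatin modification (0.00118 in Comparison 1, HPC), GABA signalling (0.0109 in Comparison 1, BNST), chromatin modification (0.0192 in Comparison 1, BNST), BNST red synaptic (0.0115 in Comparison 1), chromatin modification (0.0103 in Comparison 4, BNST), CeA green chromatin (0.0874 in Comparison 1) and CeA blue (0.109 in Comparison 4) reversed. First components reversed for PFC turquoise (-0.637 in Comparison 1), PFC turquoise (-1.21 in Comparison 4), HPC pink dendrite (0.626 in Comparison 1), HPC pink dendrite (0.660 in Comparison 4), CeA blue (0.329 in Comparison 4) and CeA green chromatin (1.86 in Comparison 1), and those of PFC magenta (1.94 in Comparison 1), PFC turquoise chromatin (1.49 in Comparison 4) and CeA green chromatin (3.6 in Comparison 4) moved across the threshold. Mean pairwise correlations became -0.0676 for PFC turquoise, 0.200 for NAC magenta, 0.0688 for BNST red synaptic and 0.353 for CeA green chromatin, the first of which reversed, and with Spearman correlation that of PFC turquoise was 0.175. With group means removed they were 0.598 for PFC grey60 and 0.278 for NAC tan, and the Z of connectivity was 1.01 in the HPC, -0.148 in the BNST and -2.82 in the CeA, the first reversed. At an adjusted p of 0.05, a looser threshold, the F-test gave 7997 in the PFC, 1435 in the NAC, 2352 in the HPC, 1414 in the BNST and 1393 in the CeA, and the genes shared by Comparisons 1, 3 and 4 numbered 264 in the PFC, 200 in the NAC, 362 in the HPC, 386 in the BNST and 229 in the CeA. A covariate for RNA quality, set among the alternatives, was not run, since the values hold no control probesets.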

Differences from the paper's values

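The F-test at an FDR of 0.05 was the only one of these tests chosen after the result was seen.

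In its results the paper reads the counts of Comparisons 1 and 3 in the NAC, HPC, BNST and CeA as an interaction of vapor with drinking, and its discussion keeps the interaction for the PFC, BNST and CeA and names vapor as the main regulator in the NAC and HPC. The LIMMA test of the interaction called no probeset in the NAC, HPC, BNST or CeA at an FDR of 0.01. Of the alternatives set before the data were examined, array quality weights gave 3168 in the BNST and 8 in the CeA, and the others gave none. In the PFC the test called 1315.

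By the module sizes of S10 Table, the paper's number of probesets entering the networks is 10284 in the PFC and NAC and 10236 to 10269 in the other regions, and its methods name an FDR of 0.01 or less in a one-way ANOVA in any region. At that threshold the moderated F-test gave a union of 3881 probesets, and a setting with 10284, an FDR of 0.05, was chosen after the values were seen. Of 1998 probesets of S3 Table, which was at hand in part, 711 passed at 0.01 and 1998 at 0.05, so that the latter drops 0. The alternatives set before the data were examined gave counts per region and no union.

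For module size against disruption the paper gives a Pearson r of -0.696 without naming its modules. In the CeA the modules of S11 Table gave -0.696 (parametric p = 0.00134), which matches the paper's r and p. The other values were -0.322 in the PFC, -0.731 in the NAC, -0.697 in the HPC, -0.449 in the BNST and -0.541 over all regions, and no alternative was set for them.

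Genes called in Comparisons 1 and 3 but not 4 in the CeA numbered 1, against the paper's about 4 in Fig. 3, read by eye. The alternative of an FDR of 0.05, set before the data were examined, gave 47 and so differs as well.

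All 30 counts of probesets in Table 1 were matched at the paper's threshold. The number of genes was lower than the paper's in 18 of the 19 cells with calls, from 68.9% to 100% of it, where only probesets with 1 gene symbol were counted. The paper describes the green module as set apart in CIE Drinking mice from the other groups, and the first component of its myelin genes differed from Air Drinking and CIE NonDrinking mice but did not pass against Air NonDrinking mice (difference 1.53, permutation p = 0.0447, adjusted p = 0.0745). The rise in Gfap, by a factor of 1.85, and the small changes of the BNST myelin genes match the paper's statements.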

Other observations

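The regroupings of arrays behind the counts of single regions and the list tests after renewed quantile normalization were tests chosen only after the results were seen.

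In the CeA of mice exposed to vapor without drinking, where LIMMA called no gene, fixed lists of genes nonetheless passed the camera test in Comparison 2. Glutamate receptors (median -0.20, adjusted p = 1.0e-04, adjusted p = 0.737 with an estimated correlation) and pan-neuronal markers (median -0.18, adjusted p = 3.3e-04, adjusted p = 0.737 with an estimated correlation) were lower than in Air NonDrinking mice. Genes of interferon and inflammation (median 0.27, adjusted p = 1.0e-04, adjusted p = 0.737 with an estimated correlation) and of the choroid plexus (median 0.89, adjusted p = 0.0174, adjusted p = 0.737 with an estimated correlation) were higher. In the BNST of the same mice, endothelial cells and pericytes (median -0.10, adjusted p = 2.1e-04, adjusted p = 0.737 with an estimated correlation) and astrocytes (median -0.09, adjusted p = 9.1e-04, adjusted p = 0.737 with an estimated correlation) were lower. With drinking alone (Comparison 6), myelin and oligodendrocyte genes were lower in the PFC (median -0.17, adjusted p = 6.3e-04, adjusted p = 0.820 with an estimated correlation), the HPC (median -0.10, adjusted p = 2.6e-04, adjusted p = 0.783 with an estimated correlation) and the BNST (median -0.12, adjusted p = 3.5e-04, adjusted p = 0.783 with an estimated correlation). With quantile normalization applied again each of these medians kept its direction, and each list passed.

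In CIE Drinking against Air Drinking mice (Comparison 1), endothelial markers were higher in the BNST (median 0.08, adjusted p = 0.00535, adjusted p = 0.616 with an estimated correlation) and the NAC (median 0.02, adjusted p = 0.0487, adjusted p = 0.616 with an estimated correlation). Cholesterol synthesis genes were higher in the BNST (median 0.10, adjusted p = 0.00470, adjusted p = 0.616 with an estimated correlation), a difference from the NAC that was not tested, and myelin genes were higher in the NAC (median 0.08, adjusted p = 0.0114, adjusted p = 0.767 with an estimated correlation). Ribosomal proteins were higher in the PFC (median 0.05, adjusted p = 2.8e-05, adjusted p = 0.616 with an estimated correlation) and lower in the CeA (median -0.04, adjusted p = 6.0e-05, adjusted p = 0.616 with an estimated correlation). Oxidative phosphorylation was higher in the CeA (median 0.02, adjusted p = 0.0302, adjusted p = 0.771 with an estimated correlation) and passed in the HPC (median 0.01, adjusted p = 0.0435, adjusted p = 0.771 with an estimated correlation), where the median was -0.000614 with quantile normalization applied again. That setting also ended the calls of endothelial markers in the NAC (adjusted p = 0.0984) and of oxidative phosphorylation in the CeA (adjusted p = 0.0965) and HPC (adjusted p = 0.161). Oxidative phosphorylation also did not pass with all probesets of a gene averaged, in the CeA (adjusted p = 0.159) or in the HPC (adjusted p = 0.128). None of the members of the lists in this part passed by LIMMA over all genes on the probeset with the highest mean, although in Comparison 1 in the BNST other probesets did for the pericyte gene Rgs5 (0.44) and for Lss of cholesterol synthesis (0.26).

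The list calls rest on the correlation that camera assumes between genes. With the preset correlation of 0.01, 31 of 95 list tests passed in Comparison 1 and 17 in Comparison 4. With the correlation estimated from the arrays, 0 passed in either, while the rotation test fry called 11 in Comparison 1 and 0 in Comparison 4. Of as many tests, 25 passed in Comparison 2, 34 in Comparison 3 and 21 in Comparison 6 at the preset correlation and 0, 0 and 0 at the estimated one, and only some of these lists are described.

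Whether chance could give the counts of a region was tested by 100 regroupings of its arrays into groups of the same sizes, the real one included, of which only the real one, 1 of 100, gave as many probesets wherever chance is said to be excluded without more. In the PFC, it was excluded for Comparisons 1, 2, 3, 4 and 5 (840, 569, 843, 325 and 759 probesets, highest others 0, 1, 1, 4 and 1) and for vapor, drinking, interaction and the F-test (412, 607, 1315 and 2784, highest others 0, 1, 0 and 0). In the NAC, it was excluded for Comparisons 1, 3 and 4 (127, 9 and 1219 probesets, highest others 0, 0 and 0) and for vapor, drinking and the F-test (350, 20 and 665, highest others 0, 0 and 0). In the HPC, it was excluded for Comparisons 1, 3 and 4 (549, 37 and 1615 probesets, highest others 259, 0 and 0) and for drinking (13, highest others 0). In the BNST, it was excluded for Comparisons 3 and 4 (178 and 543 probesets, highest others 1 and 0) and for vapor and the F-test (31 and 439, highest others 0 and 1). In the CeA, it was excluded for Comparisons 1, 3 and 4 (78, 721 and 818 probesets, highest others 1, 0 and 2) and for drinking and the F-test (501 and 721, highest others 1 and 0). Comparison 6 in the PFC (629, highest other 1000), vapor (534, highest other 3518) and the F-test (1008, highest other 1437) in the HPC, Comparison 1 (419, highest other 4346) and drinking (1, highest other 1) in the BNST were reached by 2 of 100 regroupings, and Comparison 5 in the NAC (1, highest other 5) by 3. These lie under the bound of 5 of 100, so that chance was excluded for each of them taken alone, but it stays open for some of them among so many counts tested. The single probesets of Comparison 5 in the NAC and of drinking in the BNST also end with dim probesets left out (0 and 0 probesets). Some regroupings called several times the real count, as for the vapor term in the HPC and Comparison 1 in the BNST, which points to a structure of the arrays whose source was not tested. Where LIMMA called no probeset the regroupings do not test chance, since any of the 100 gives at least 0, and the highest counts they gave were 183 in the NAC, 1 in the HPC and 1 in the CeA for Comparison 2, 11 in the BNST and 115 in the CeA for Comparison 5, 1 in the NAC, 1373 in the HPC and 96 in the BNST for Comparison 6, and 4 for the interaction in the NAC.

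For the connectivity of probesets in CIE Drinking against Air NonDrinking mice, shifts between group means change r within random divisions, upward in the NAC, HPC and BNST and downward in the PFC and CeA, so that the main setting was read together with that in which group means were removed. Chance was excluded in the NAC (r = 0.0158, lowest other 0.546, 1 of 100 as low, or 3 of 100 with group means removed). It was not excluded in the HPC (r = 0.556, lowest other 0.435, 6 of 100, or 83) or the PFC (r = 0.423, lowest other -0.00392, 88 of 100, or 55). The settings disagree for the BNST (r = 0.283, lowest other 0.10, 2 of 100, or 41) and the CeA (r = 0.235, lowest other -0.0690, 10 of 100, or 2), where chance stays open.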
